# Physiological role of the 3′IgH CBEs super-anchor in antibody class switching

**DOI:** 10.1073/pnas.2024392118

**Published:** 2021-01-13

**Authors:** Xuefei Zhang, Hye Suk Yoon, Aimee M. Chapdelaine-Williams, Nia Kyritsis, Frederick W. Alt

**Keywords:** class switch recombination, chromatin loop extrusion, promoter competition, 3'IgH CBEs

## Abstract

IgH class switch recombination (CSR) replaces Cμ constant region (C_H_) exons with one of six downstream C_H_s by joining transcription-targeted double-strand breaks (DSBs) in the Cμ switch (S) region to DSBs in a downstream S region. Chromatin loop extrusion underlies fundamental CSR mechanisms including 3′IgH regulatory region (3′IgHRR)-mediated S region transcription, CSR center formation, and deletional CSR joining. There are 10 consecutive CTCF-binding elements (CBEs) downstream of the 3′IgHRR, termed the “3′IgH CBEs.” Prior studies showed that deletion of eight 3′IgH CBEs did not detectably affect CSR. Here, we report that deletion of all 3′IgH CBEs impacts, to varying degrees, germline transcription and CSR of upstream S regions, except that of Sγ1. Moreover, deletion of all 3′IgH CBEs rendered the 6-kb region just downstream highly transcribed and caused sequences within to be aligned with Sμ, broken, and joined to form aberrant CSR rearrangements. These findings implicate the 3′IgH CBEs as critical insulators for focusing loop extrusion-mediated 3′IgHRR transcriptional and CSR activities on upstream C_H_ locus targets.

## Significance

B lymphocytes change antibody heavy chain (IgH) isotypes by a recombination/deletion process called IgH class switch recombination (CSR). CSR involves introduction of DNA breaks into a donor switch (S) region and also into one of six downstream S regions, with joining of the breaks changing antibody isotype. A chromatin super-anchor, of unknown function, is located just downstream of the IgH locus. We show that complete deletion of this super-anchor variably decreases CSR to most S regions and creates an ectopic S region downstream of IgH locus that undergoes aberrant CSR-driven chromosomal rearrangements. Based on these and other findings, we conclude that the super-anchor downstream of IgH is a critical insulator for focusing potentially dangerous CSR rearrangements to the IgH locus.

Mature B cells undergo immunoglobulin (Ig) heavy chain (IgH) class switch recombination (CSR) to change the constant region of IgH chains and modulate antibody effector functions (1, 2). Transcription from IgH V(D)J exons runs through proximal Cμ exons that specify IgM antibodies. Upon activation, B cells undergo CSR to replace Cμ with one of six sets of constant region exons (C_H_s) to produce other antibody isotypes (IgG, IgE, or IgA) (2, 3). Both the intronic enhancer (iEμ), located at the 5′ end, and the 3′IgH regulatory region (3′IgHRR) superenhancer, located at the 3′ end, of the IgH constant region locus contribute to CSR (4–9). The 3′IgHRR plays critically important roles in CSR by interacting with I promoters upstream of targeted S regions to activate C_H_ transcription in a cytokine and activation-specific manner (10, 11). Then, transcriptionally targeted activation-induced cytidine deaminase (AID) (12) initiates double-strand breaks (DSBs) in downstream acceptor S regions that can join in deletional orientation to AID-initiated DSBs in the donor S upstream of Cμ (Sμ) (1). Insertion of active promoters in various C_H_ locus sites inhibits I-promoter activation and CSR in upstream promoters (except Iγ1) but not in downstream promoters, suggesting that linear competition over 100-kb distances of I promoters for 3′IgHRR activation contributes to CSR regulation (13).

Regulated chromatin loop extrusion provides mechanistic underpinnings for the overall CSR mechanism by promoting synapsis of enhancers, promoters, S regions, and DSB ends necessary for productive, deletional CSR (11). In naive B cells, cohesin is loaded onto the chromatin around the IgH enhancers (iEμ or 3′IgHRR) and then extrudes the 3′IgHRR into proximity with the iEμ-Sμ region to form a dynamic CSR center (CSRC) containing donor Sμ and the two involved enhancer regions (11). In addition to loading cohesin, these enhancer regions appear to also function as dynamic loop extrusion impediments that contribute to formation of a CSRC (11). In CSR-activated B cells, loop extrusion also brings cytokine/activator-primed I promoters into the CSRC where they can be further transcriptionally activated by IgH enhancers, resulting in further cohesin loading, loop extrusion, and alignment with the transcribed acceptor S region with the donor Sμ region for S-S synapsis and AID targeting (11). For the next joining step, it has been implicated that cohesin rings put tension on the S regions synapsed in the CSRC to promote AID-initiated DSB ends in donor and acceptor S regions to be dominantly joined in deletional orientation for CSR. Based on this model, after AID initiates DSBs, one or both break-ends within an S region are reeled into an opposing cohesin ring where the extrusion process is stalled. Then a break in the other S region will have the same fate, eventually aligning the break-ends for deletional CSR joining (11). The model also has been proposed to explain how DSBs within ectopic S regions (non–S-region sequences) formed by CTCF-binding elements (CBEs) insertions into the C_H_ region also are synapsed with Sμ in the CSRC, after which their infrequent AID-initiated DSBs are joined in deletional orientation to AID-initiated Sμ DSBs (11).

The 10 consecutive CBEs downstream of 3′IgHRR, variously termed the 3′IgH CBEs or the 3′IgH locus superanchor, have been speculated to function as an insulator at 3′ end of the IgH locus (14–16). However, deletion of the first 8 of the 10 3′IgH CBEs showed little effect on CSR in mice (17). Deletion of all 10 3′IgH CBEs in CH12F3 cells revealed modest effects on the transcription and CSR to Cα (15). However, transcription of the 3′IgHRR and the Cα region appears to be constitutively activated in CH12F3 cells versus normal B cells, being much more robust and extending more than 20 kb downstream through the 3′IgH CBEs and beyond (11). Thus, CH12F3 cells do not necessarily provide an accurate model for studying potential roles of 3′IgH CBEs in physiological CSR. As complete deletion of the 3′IgH CBEs in normal B-cell CSR has not yet been assayed, it remains unknown whether or not the 3′IgH CBEs play any potential direct or indirect roles in the physiological CSR process. Here, we describe experiments in which all 10 3′IgH CBEs were deleted (“complete 3′IgH CBEs-deleted”) on both alleles in embryonic stem (ES) cells that were then used for RAG2-deficient blastocyst complementation (RDBC) (18) to generate chimeric mice in which all mature B cells harbor the complete 3′IgH CBEs deletion. Our current studies of CSR in complete 3′IgH CBEs-deleted B cells indeed revealed roles for the 3′IgH CBEs in physiological CSR and clear-cut function for 3′IgH CBEs as physiological CSR insulators.

## Results

### Complete 3′IgH CBEs Deletion Decreases CSR to Most S Regions.

While previous work indicated that deletion of 8 of the 10 CTCF-binding sites of the 3′IgH CBEs had little effect on class switching (17), it remains possible that the remaining two 3′IgH CBEs might mediate potential CSR functions. Therefore, to assess potential physiological roles of 3′IgH CBEs in CSR, we deleted all 10 of the 3′IgH CBEs in ES cells (Fig. 1*A* and *SI Appendix*, Fig. S1 *A* and *B*) and used our RDBC system (18) to generate chimeric mice in which all mature B cells derive from the donor 3′IgH CBEs-deleted ES cells. We isolated the primary splenic B cells from the wild-type (WT) and 3′IgH CBEs-deleted RDBC chimeras and stimulated the cells for 96 h with either αCD40/IL4 to induce class switching to Sγ1 and Sε or with LPS/αIgD-dextran to induce CSR to Sγ3, Sγ2b, and Sγ2a (19). 

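CSR-HTGTS-seq amplifies genomic DNA from a bait primer at the 5′ end of Sμ, so that each junction it recovers gives the position and orientation of the sequence, called the prey, to which a broken Sμ end was joined. αCD40/IL4 imitates T-cell help, LPS is a bacterial lipopolysaccharide, and αIgD-dextran crosslinks the B-cell receptor. Junctions from 12 libraries were analysed, 3 for each of 4 conditions: WT and 3′IgH CBEs-deleted splenic B cells, each stimulated for 96 h with αCD40/IL4 or with LPS/αIgD-dextran. The paper gives 15% fetal bovine serum in the culture medium and the sample records give 10%. The authors mapped the reads to the AJ851868/mm9 hybrid genome, in which 129-strain IgH sequence takes the place of part of mm9 chromosome 12, removed duplicates and deposited 1 list of junctions per library. For αCD40/IL4, WT replicates 1, 2 and 3 held 3703, 5015 and 4705 junctions genome-wide, of which 3476, 3830 and 3499 lay in the 300-kb window of chromosome 12 from 114400001 to 114700000 that Figs. 1B and 2A plot. The 3′IgH CBEs-deleted replicates held 2273, 3307 and 3281 junctions, of which 1961, 2329 and 1267 lay in the window. For LPS/αIgD-dextran, the WT replicates held 4203, 6274 and 8261 junctions, with 3933, 4940 and 6097 in the window, and the 3′IgH CBEs-deleted replicates 2653, 4729 and 4608 junctions, with 2087, 2836 and 2958 in the window. Read names placed the libraries in 4 sequencing runs. Replicate 1 of every condition shared a run, as did replicate 2 of every condition and replicate 3 of both LPS/αIgD-dextran groups, while the 2 αCD40/IL4 replicates numbered 3 were in separate runs.
The share of each region is its junctions as a percentage of all junctions in the window, with both orientations counted. The boundaries of each region were read from the tracks of Figs. 1 and 2 and cover the I exon, S region and constant exons of each unit. WT and 3′IgH CBEs-deleted libraries were compared by a two-sided exact permutation test, whose smallest p for 3 libraries against 3 is 0.1, so a difference was called where the libraries of the groups did not overlap, which chance gives in 10% of comparisons. Of the 11 regions compared, 5 did not overlap with αCD40/IL4 and 9 did not with LPS/αIgD-dextran. The 9 include the 3′IgH CBEs themselves, with 4 pooled junctions in WT and 0 in deleted cells, an outcome the deletion fixes. They also include the 3′IgHRR, with 14 and 12 pooled junctions. Fisher's exact test on pooled junctions is given beside the permutation test as a two-sided comparison of junctions, not of replicates. Wilson 95% confidence intervals and a floor, set at 3 junctions of a library's total, cover counting error only. Deviations of same-numbered WT and 3′IgH CBEs-deleted libraries from their group means had a correlation of 0.673 across 9 shares with αCD40/IL4 and of 0.381 across 12 shares with LPS/αIgD-dextran, and ratios with the replicate number as a block are given beside the unpaired ones. WT LPS/αIgD-dextran replicates 2 and 3 had 845 junctions in common, 17.6% of the smaller library, against 1.44 to 3.89% in the other pairs of replicates. They were counted as separate libraries, and whether they are independent is not known.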

Subsequently, we assayed for CSR by CSR-HTGTS-seq (11, 19). (*SI Appendix*, Fig. S1*C*). 

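In WT splenic B cells stimulated with αCD40/IL4, 31.6% ± 0.532 (SD, n = 3) of the junctions in the window lay in Sγ1 (chromosome 12, 114556001 to 114585000 in the coordinates of the hybrid genome) and 27.9% ± 1.26 in Sε (114505001 to 114521000). Junctions within Sμ itself (114657001 to 114675000) made up 39.8% ± 1.05. The Sγ1 share was 32.0% (Wilson 95% confidence interval 30.5 to 33.6), 31.7% (30.2 to 33.2) and 31.0% (29.5 to 32.5) in replicates 1, 2 and 3. The Sε share was 27.6% (26.2 to 29.2), 26.7% (25.3 to 28.1) and 29.2% (27.7 to 30.7). The αCD40/IL4 lists hold between 14.0 and 17.8% of the Sγ1 junctions that Table S1 counts for the same libraries, and between 99.2 and 99.9% of its other IgH junctions. That fraction for Sγ1 was 15.8% on average in WT and 16.5% in 3′IgH CBEs-deleted libraries (two-sided exact permutation test, p = 0.7). The WT share of Sγ1 moved most when junctions within Sμ were left out of the denominator, to 52.4%.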

Approximately 75% of splenic B cells activated with αCD40/IL4 switched to Sγ1, and ∼10% switched to Sε (Fig. 1 *B* and *C* and *SI Appendix*, Fig. S1*D*). 

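In 3′IgH CBEs-deleted splenic B cells stimulated with αCD40/IL4, the Sγ1 share was 34.3% ± 0.827 (SD, n = 3), or 108.6% of WT unpaired and as the geometric mean of the 3 paired ratios (replicate block). Replicates 1 and 2, whose WT and deleted libraries shared a run, had paired ratios of 107.5 and 105.4%, and replicate 3, whose libraries did not, 113.1%. The deleted libraries all lay above the WT libraries (two-sided exact permutation test, p = 0.1, and 0.22 after Benjamini-Hochberg adjustment over 11 regions). Pooled, 3411 of 10805 WT junctions and 1897 of 5557 junctions from deleted cells lay in Sγ1 (Fisher's exact test, p = 0.000918, adjusted p = 0.00202). The direction of the Sγ1 difference depended on the denominator. Among junctions outside Sμ, the Sγ1 share was 52.4% ± 1.54 in WT and 74.3% ± 0.931 in deleted cells, or 141.7% of WT, without overlap. As a share of all junctions genome-wide it fell from 25.8% ± 3.76 to 22.3% ± 8.16, which is 86.4% of WT, and the libraries overlapped. That denominator includes preys of at least 70% G, and with these left out, a setting chosen after seeing the data, the share was 29.6% ± 0.688 in WT and 30.03% ± 0.437 in deleted cells, or 101.6% of WT, again with overlap (two-sided exact permutation test, p = 0.4). These Sγ1 values rest on the part of the Sγ1 junctions that the αCD40/IL4 lists hold. The Sε share was 8.86% ± 0.869, which is 31.8% of WT and 31.7% as the paired ratio (replicate block), with 33.8 and 29.4% within the runs of replicates 1 and 2. Its deleted libraries lay at 9.33% (8.12 to 10.7), 7.86% (6.83 to 9.02) and 9.39% (7.91 to 11.1), all below WT (two-sided exact permutation test, p = 0.1, adjusted 0.22), and Sε held 3006 pooled WT junctions and 485 from deleted cells (Fisher's exact test, p = 2.21e-196, adjusted p = 2.43e-195). The Sμ share rose to 53.8% ± 1.68, or 135% of WT, both unpaired and as the paired ratio (two-sided exact permutation test, p = 0.1). Sγ3, Sγ2b, Sγ2a and Sα each held under 1% of the junctions in both genotypes, and their libraries overlapped.

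**Figure D1:**
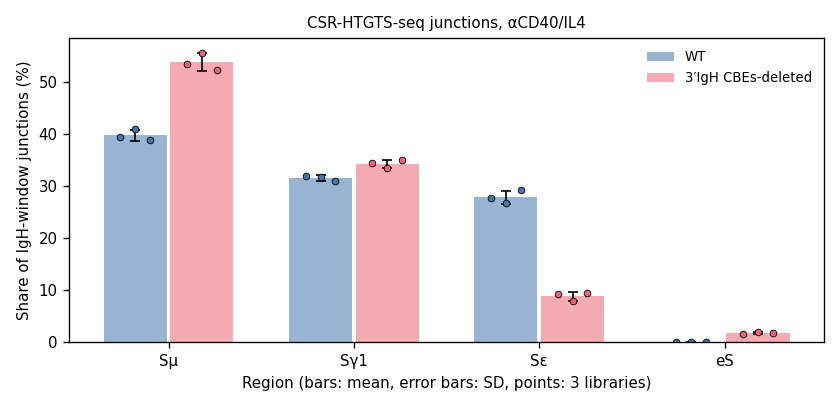
Share of junctions in the 300-kb IgH window (vertical axis, %) that lay in Sμ, Sγ1, Sε and eS (horizontal axis) in splenic B cells stimulated with αCD40/IL4. Bars are means, error bars SD and points the 3 WT (blue) and 3 3′IgH CBEs-deleted (red) libraries; the Sε means are 27.9 and 8.86%.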

While complete 3′IgH CBEs deletion had no significant effect on CSR to Sγ1, it decreased CSR to Sε to about 30% of normal levels (from 10.4 to 2.8%) (Fig. 1 *B* and *C* and *SI Appendix*, Fig. S1*D* and Table S1). 

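In WT splenic B cells stimulated with LPS/αIgD-dextran, 14.2% ± 0.364 (SD, n = 3) of the junctions in the window lay in Sγ3 (chromosome 12, 114595001 to 114615000), against 8.201% ± 0.478 in 3′IgH CBEs-deleted cells. This is 57.7% of WT, and the paired ratio with the replicate number as a block was also 57.7%, with 58.5, 55.5 and 59.1% for replicates 1, 2 and 3, each within 1 run. Sγ2b (114536001 to 114556000) held 21.3% ± 0.451 in WT and 16.4% ± 0.226 in deleted cells, which is 76.8% of WT unpaired and as the paired ratio, with 74.3, 78.9 and 77.2% for the 3 paired replicates. For both regions every deleted library lay below every WT library, 2 of which, replicates 2 and 3, had many junctions in common (two-sided exact permutation test, p = 0.1, and 0.122 after Benjamini-Hochberg adjustment over 11 regions). Pooled, Sγ3 held 2127 of 14970 WT junctions and 645 of 7881 from deleted cells (Fisher's exact test, p = 2.98e-42, adjusted p = 8.2e-42), and Sγ2b held 3187 and 1292 (p = 3.57e-19, adjusted p = 7.86e-19). Both directions depended on the denominator. Among junctions outside Sμ, the Sγ3 share was 23.8% ± 0.413 in WT and 25.9% ± 1.598 in deleted cells with overlapping libraries (two-sided exact permutation test, p = 0.2), and the Sγ2b share was 35.8% ± 0.482 in WT and 51.8% ± 0.813 in deleted cells, where every deleted library lay above every WT library (p = 0.1).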

In LPS/αIgD-dextran–treated splenic B cells, the complete 3′IgH CBE deletion modestly decreased CSR to Sγ3 to about 60% of WT B-cell levels (from 14.1 to 8.1%) and CSR to Sγ2b to about 75% of WT B-cell levels (from 21.3 to 16.3%) (Fig. 2 *A* and *B* and *SI Appendix*, Fig. S1*E* and Table S2). However, CSR to Sγ2a substantially decreased to about 15% (from 22.9 to 3.4%) of WT B-cell levels (Fig. 2 *A* and *B* and *SI Appendix*, Fig. S1*E* and Table S2). 

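Sγ2a (chromosome 12, 114521001 to 114536000) held 22.9% ± 0.170 (SD, n = 3) of the junctions in WT and 3.41% ± 0.176 in 3′IgH CBEs-deleted cells, which is 14.9% of WT both unpaired and as the paired ratio (replicate block), and 14.8, 15.6 and 14.3% for the paired replicates, each within 1 run. The 3 WT libraries lay at 23.0% (Wilson 95% confidence interval 21.7 to 24.3), 23.1% (21.9 to 24.2) and 22.7% (21.7 to 23.8), and the 3 deleted libraries at 3.40% (2.71 to 4.27), 3.60% (2.97 to 4.35) and 3.25% (2.67 to 3.95). They did not overlap (two-sided exact permutation test, p = 0.1, adjusted 0.122), with 3429 pooled junctions in WT and 269 in deleted cells. Among junctions outside Sμ, the Sγ2a share in deleted cells was 28.1% of WT. Junctions within Sμ rose from 40.4% ± 0.623 to 68.4% ± 0.308, or 169% of WT both unpaired and paired. With both stimulations taken together, the Sμ share was 21.0 percentage points higher in deleted cells (two-sided exact permutation test within each stimulation, 400 relabellings, p = 0.005, the smallest they can give). The size of its αCD40/IL4 part depends on the Sγ1 junctions missing from those lists. With the IgH totals of Table S1 as the denominator, chosen after seeing the data, the αCD40/IL4 Sμ share was 14.8% in WT and 19.6% in deleted cells.

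**Figure D2:**
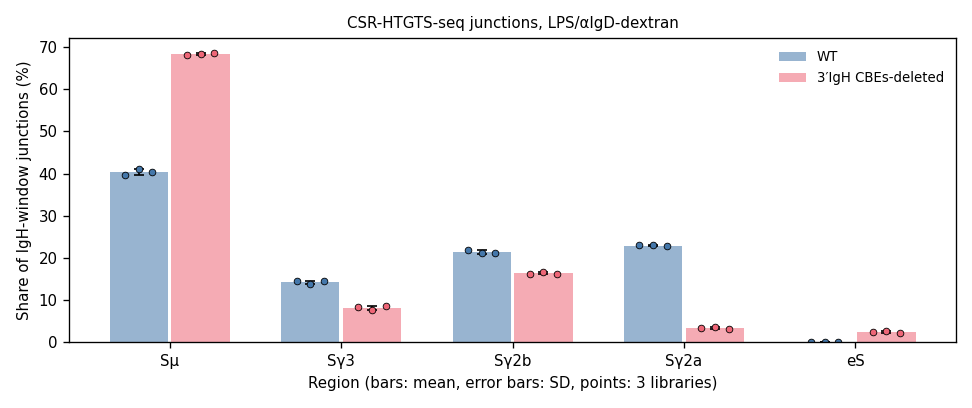
Share of junctions in the 300-kb IgH window (vertical axis, %) that lay in Sμ, Sγ3, Sγ2b, Sγ2a and eS (horizontal axis) in splenic B cells stimulated with LPS/αIgD-dextran. Bars are means, error bars SD and points the 3 WT (blue) and 3 3′IgH CBEs-deleted (red) libraries; the Sγ2a means are 22.9 and 3.41%.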

IgG1 surface staining of 4-d αCD40/IL4-stimulated B cells revealed no effect on IgG1 expression by the 3′IgH CBEs deletion (*SI Appendix*, Fig. S1*F*), consistent with CSR-HTGTS-seq data. Moreover, IgG3 and IgG2b surface staining of LPS/αIgD-dextran–stimulated B cells revealed decreased IgG3- and IgG2b-positive B-cell frequencies upon 3′IgH CBEs deletion (*SI Appendix*, Fig. S1*F*) similar to findings of CSR-HTGTS-seq analyses.

**Fig. 1.**
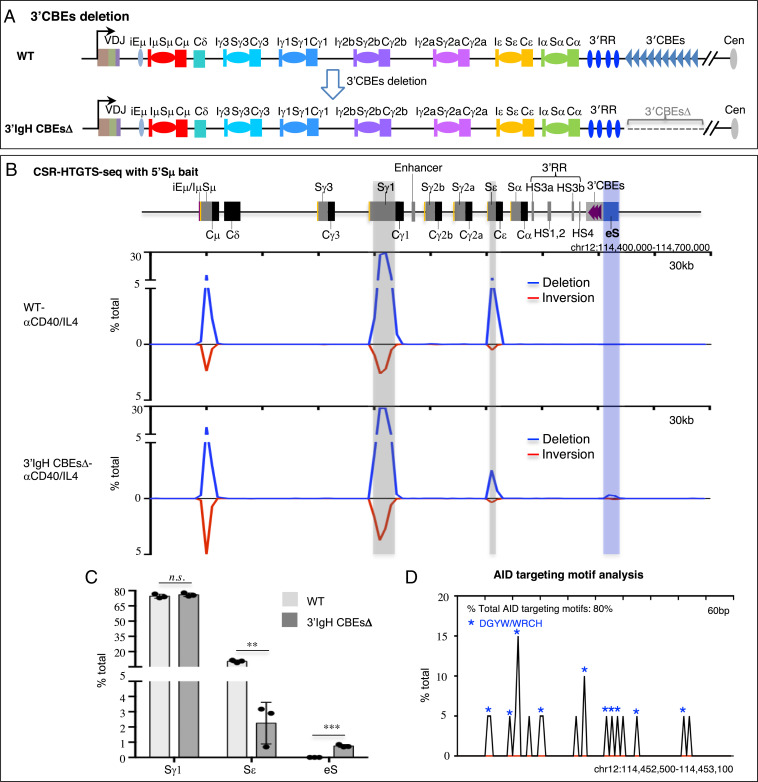
The 3′IgH CBEs deletion decreases Sε CSR and creates an eS region for aberrant translocation in αCD40/IL4-stimulated B cells. (*A*) Schematic of IgH locus from iEμ to 3′IgH CBEs and illustration of the generation of 3′IgH CBEs-deleted ES cells. (*B*) CSR-HTGTS-seq analysis of break joining between 5′Sμ and downstream acceptor S or non-S regions in WT and 3′IgH CBEs-deleted splenic B cells stimulated with αCD40/IL4. The blue line indicates deletional joining, and the red line indicates inversional joining. Gray bars highlight the Sγ1 and Sε. A blue bar highlights the ectopic S region (labeled as “eS”) just downstream of 3′IgH CBEs. (*C*) Bar graph showing percentages of junctions located in different S regions and the eS region from WT and 3′IgH CBEs-deleted splenic B cells stimulated with αCD40/IL4. Data represent mean ± SD from three independent repeats. *P* values were calculated via an unpaired two-tailed *t* test; *n.s.* indicates *P* > 0.05, **P ≤ 0.01, ***P ≤ 0.001. The raw data for this bar graph are summarized in *SI Appendix*, Table S1. (*D*) AID-targeting-motif analysis for the junctions located in a 600-bp region within the AID-targeted eS region from 3′IgH CBEs-deleted splenic B cells stimulated with αCD40/IL4. Blue asterisks indicate DGYW/WRCH motifs.

**Fig. 2.**
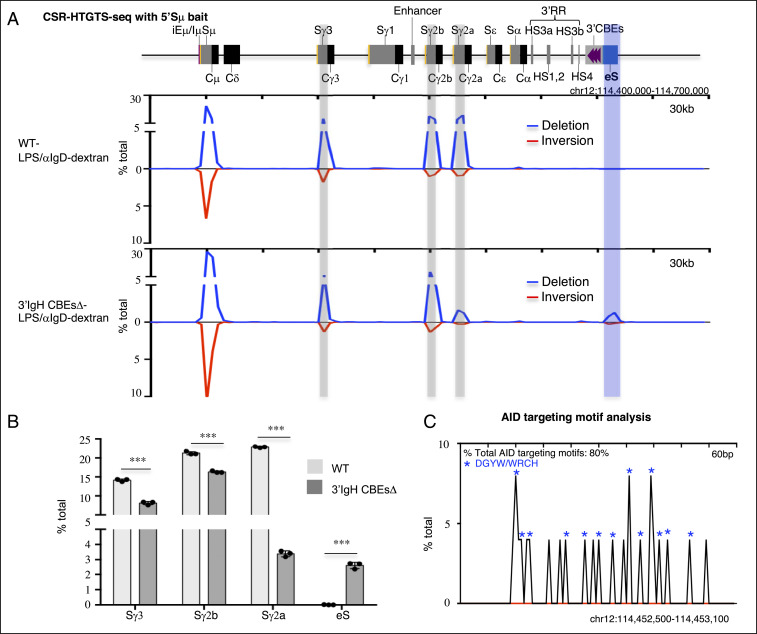
The 3′IgH CBEs deletion decreases Sγ3, Sγ2b, and Sγ2a CSR and creates an eS region for aberrant translocation in LPS/αIgD-dextran–stimulated B cells. (*A*) CSR-HTGTS-seq analysis of break joining between 5′Sμ and downstream acceptor S or non-S regions in WT and 3′IgH CBEs-deleted splenic B cells stimulated with LPS/αIgD-dextran. The blue line indicates deletional joining, and the red line indicates inversional joining. Gray bars highlight the Sγ1, Sγ2b, and Sγ2a. A blue bar highlights the ectopic S region (labeled as “eS”) just downstream of 3′IgH CBEs. (*B*) Bar graph showing percentages of junctions located in different regions from WT and 3′IgH CBEs-deleted splenic B cells stimulated with LPS/αIgD-dextran. Data represent mean ± SD from three independent repeats. *P* values were calculated via an unpaired two-tailed *t* test; ***P ≤ 0.001. The raw data for this bar graph are summarized in *SI Appendix*, Table S2. (*C*) AID-targeting-motif analysis for the junctions located in a 600-bp region within the AID-targeted eS region from 3′IgH CBEs-deleted splenic B cells stimulated with LPS/αIgD-dextran. Blue asterisks indicate DGYW/WRCH motifs.

### The Complete 3′IgH CBEs Deletion Decreases the Transcription of Most S Regions.

CSR is targeted to particular downstream acceptor S regions by activation/cytokine-induced transcription through them from an I-region promoter that lies just upstream of each of them. Induction of transcription from all I-region promoters, except that of Iγ1 (8, 13, 20, 21), is dependent on interactions with the 3′IgHRR enhancers. We used Global Run-on Sequencing (GRO-seq) to assess the transcription across the C_H_-containing portion of the IgH locus and immediately downstream sequences in WT and 3′IgH CBEs-deleted splenic B cells with or without CSR activation for 96 h. To obviate effects of CSR events on transcription patterns, we also deleted AID in WT and 3′IgH CBEs-deleted ES cells before use for RDBC. Treatment with αCD40/IL4, as expected (11, 19, 22), induced WT B cells to transcribe across Iγ1-Sγ1 and Iε-Sε (Fig. 3*A* and *SI Appendix*, Fig. S2). In approximate correspondence to CSR effects, the 3′IgH CBEs deletion had no significant effects on Iγ1-Sγ1 transcription but reduced Iε-Sε transcription to about 40% of WT B-cell levels (Fig. 3 *A* and *B* and *SI Appendix*, Fig. S2 and Table S1). Activation of splenic B cells with LPS/αIgD-dextran, as expected (19), induced transcription across Iγ3-Cγ3, Iγ2b-Cγ2b, and Iγ2a-Cγ2a (Fig. 3*C* and *SI Appendix*, Fig. S3). Compared to WT B-cell levels for this treatment, the 3′IgH CBEs deletion decreased Iγ3-Cγ3 transcription to about 15%, Iγ2b-Cγ2b transcription to about 30%, and Iγ2a-Cγ2a transcription to about 13% (Fig. 3 *B* and *C* and *SI Appendix*, Fig. S3 and Table S2). While the reduction in transcription levels across Iγ3-Cγ3, Iγ2b-Cγ2b, and Iγ2a-Cγ2a does not absolutely reflect the reduction in CSR levels to these C_H_ units in the LPS/aIgD-dextran–treated WT and 3′IgH CBEs-deleted B cells, general trends are similar. In this regard, we do not know the threshold of transcription for each S region required to promote given levels of CSR, which also are influenced by S-region sequence composition or length, among other potential factors (23, 24). Thus, we do not necessarily expect precise correspondence between CSR and transcription levels of a particular S region. These parameters have been compared in the context of mutations that affect CSR.

**Fig. 3.**
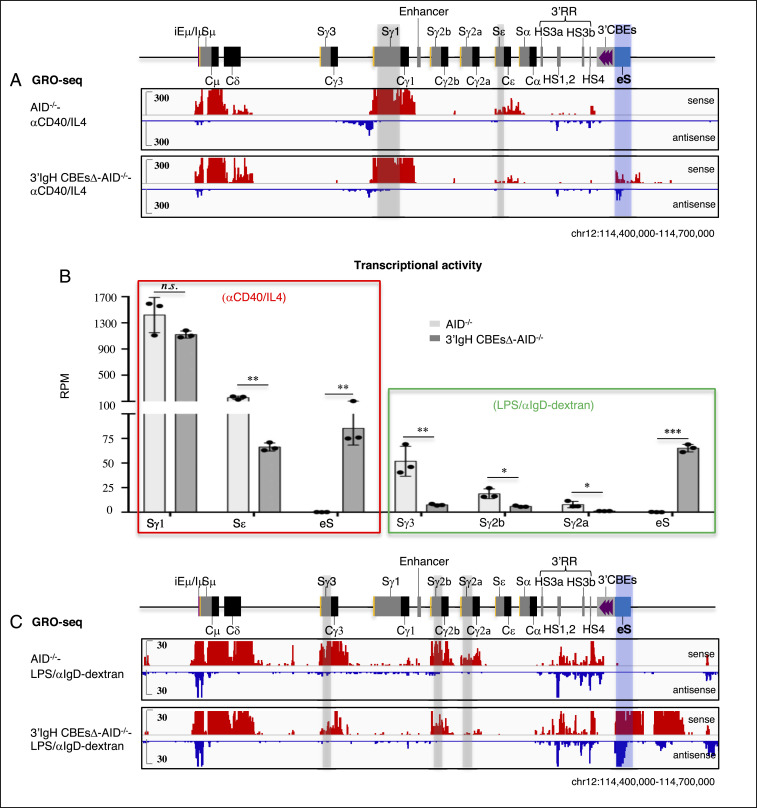
The 3′IgH CBEs deletion decreases transcription of the most upstream S region transcription and induces the transcription of the eS region. (*A*) GRO-seq profiles of the IgH locus from AID-deficient WT and 3′IgH CBEs-deleted splenic B cells stimulated with αCD40/IL4. Sense transcription is shown above in red, and antisense transcription is shown below in blue lines. Gray bars highlight the Sγ1 and Sε. A blue bar highlights the ectopic S region (labeled as “eS”) just downstream of the 3′IgH CBEs. (*B*) Bar graph shows GRO-seq transcriptional activity (calculated as RPM) of the different indicated S regions and the eS region in αCD40/IL4-or LPS/αIgD-dextran–stimulated AID-deficient WT and 3′IgH CBEs-deleted splenic B cells. Data represent mean ± SD from three independent repeats. *P* values were calculated via unpaired two-tailed *t* test; *n.s.* indicates *P* > 0.05, *P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001. The raw data for this bar graph are summarized in *SI Appendix*, Tables S1 and S2. (*C*) GRO-seq profiles of the IgH locus from AID-deficient WT and 3′IgH CBEs-deleted splenic B cells stimulated with LPS/αIgD-dextran. Sense transcription is shown above in red, and antisense transcription is shown below in blue lines. Gray bars highlight the Sγ1, Sγ2b, and Sγ2a. A blue bar highlights the ectopic S region (labeled as “eS”) just downstream of the 3′IgH CBEs.

### The Complete 3′IgH CBEs Deletion Decreases S-Region Synapsis with the CSRC.

Our prior studies, which employed the highly sensitive 3C-HTGTS chromatin interaction method (11), indicated that the transcribed iEμ-Sμ and the 3′IgHRR regions serve as dynamic loop extrusion impediments that can promote CSRC formation and S-S synapsis in CSRC to promote CSR. To assess potential effects of the complete 3′IgH CBEs deletion on S-region synapsis in the CSRC, we performed 3C-HTGTS with iEμ-Sμ bait in activated WT and 3′IgH CBEs-deleted splenic B cells. As noted previously, portions of Sμ and certain other S regions cannot be mapped by this assay due to lack of requisite NlaIII restriction endonuclease sites; thus, their interactions must be inferred from mappable sequences within them (11). In αCD40/IL4-stimulated B cells, the iEμ-Sμ locale significantly interacts with Sγ1 and Sε locales (Fig. 4*A* and *SI Appendix*, Fig. S4*A*). In this regard, the 3′IgH CBEs complete deletion had no significant effects on Sμ-Sγ1 synapsis while it modestly reduced Sμ-Sε synapsis to about 75% of WT B-cell levels (Fig. 4*A* and *SI Appendix*, Fig. S4*A* and Table S1). In LPS/αIgD-dextran–stimulated B cells, the iEμ-Sμ locale had relatively less interaction with Sγ3, Sγ2b, and Sγ2a (Fig. 4*E* and *SI Appendix*, Fig. S4*B*); however, the 3′IgH CBEs deletion significantly decreased Sμ-Sγ3 synapsis to about 45%, Sμ-Sγ3 synapsis to about 60%, and Sμ-Sγ3 synapsis to about 65% of WT B-cell levels (Fig. 4*E* and *SI Appendix*, Fig. S4*B* and Table S2). Again, the trend of these reductions is in the same direction as CSR, but also is subject, beyond mapping issues with some core S-region sequences, to the same comparison issues mentioned for correlation of S-region transcription levels for CSR levels above.

**Fig. 4.**
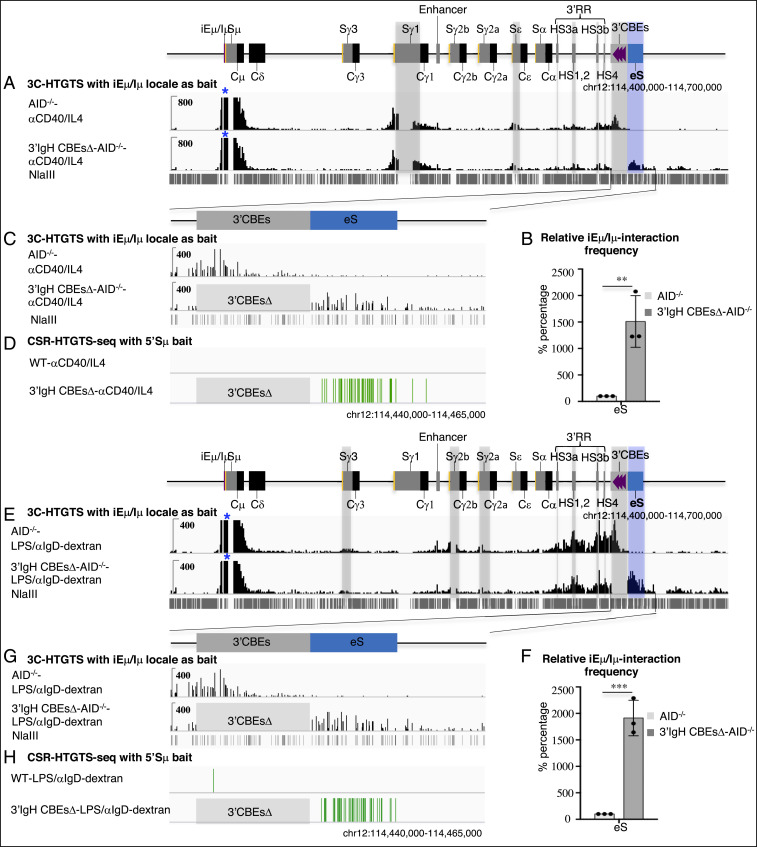
The 3′IgH CBEs deletion decreases most S-S synapsis and induces Sμ-eS synapsis for aberrant rearrangement. (*A*) 3C-HTGTS analysis of αCD40/IL4-stimulated AID-deficient WT and 3′IgH CBEs-deleted splenic B cells using iEμ/Iμ locale as bait (blue asterisk). Gray bars highlight the Sγ1, Sε, HS3a, HS1,2, HS3b, HS4 and 3′IgH CBEs. Blue bar highlight the ectopic S region (labeled as “eS”) just downstream of 3′IgH CBEs. (*B*) Bar graph shows the relative iEμ-Sμ interaction frequency with eS in αCD40/IL4-stimulated splenic B cells. Data represent mean ± SD from three independent repeats. *P* values were calculated via unpaired two-tailed *t* test; **P ≤ 0.01. The raw data for this bar graph are summarized in *SI Appendix*, Table S1. (*C*) Magnified 3C-HTGTS profiles in *A* to better reveal interaction patterns for the 3′IgH CBEs and eS region in αCD40/IL4-stimulated splenic B cells. (*D*) CSR-HTGTS-seq with 5′Sμ bait to show the rearrangement within the eS region from αCD40/IL4-stimulated WT and 3′IgH CBEs-deleted splenic B cells. (*E*) 3C-HTGTS analysis of LPS/αIgD-dextran–stimulated AID-deficient WT and 3′IgH CBEs-deleted splenic B cells using the iEμ/Iμ locale as bait (blue asterisk). Gray bars highlight the Sγ3, Sγ2b, Sγ2a, HS3a, HS1,2, HS3b, HS4, and 3′IgH CBEs. Blue bar highlights the ectopic S region (labeled as “eS”) just downstream of the 3′IgH CBEs. (*F*) Bar graph showing the relative iEμ-Sμ interaction frequency with eS in LPS/αIgD-dextran–stimulated splenic B cells. Data represent mean ± SD from three independent repeats. *P* values were calculated via unpaired two-tailed *t* test; ***P ≤ 0.001. The raw data for this bar graph are summarized in *SI Appendix*, Table S2. (*G*) Magnified 3C-HTGTS profiles in *E* to better reveal the interaction patterns for the 3′IgH CBEs and eS region in LPS/αIgD-dextran–stimulated splenic B cells. (*H*) CSR-HTGTS-seq with 5′Sμ bait to show the rearrangement within the eS region from LPS/αIgD-dextran–stimulated WT and 3′IgH CBEs-deleted splenic B cells.

### 3′IgH CBEs Deletion Induces Transcriptional Activation and Abnormal Translocation of an Ectopic S Region to Compete with Upstream S Regions.

To further address the potential mechanism of the reduction of CSR to various S regions upon the complete deletion the 3′IgH CBEs, we employed GRO-seq to analyze transcription of sequences downstream of the 3′IgH CBEs in WT and complete 3′IgH CBEs-deleted nonstimulated splenic B cells. This analysis revealed that the 30-kb region just downstream of the 3′IgH CBEs was highly activated transcriptionally in nonstimulated, complete 3′IgH CBEs-deleted splenic B cells (*SI Appendix*, Fig. S5), suggesting that the 3′IgHRR may activate transcription of this downstream IgH region in the absence of the 3′IgH CBEs. Indeed, in contrast to the reduction transcription of various S regions (excluding Sγ1) in αCD40/IL4- or LPS/αIgD-dextran–stimulated splenic B cells, transcription of this immediately downstream IgH region was substantially increased in the absence of the 3′IgH CBEs (Fig. 3 *A*–*D* and *SI Appendix*, Figs. S2 and S3). Moreover, our 3C-HTGTS data showed that the iEμ-Sμ locale in the CSRC had greatly increased interactions with this transcriptionally activated region just downstream of the IgH locus upon deletion of the 3′IgH CBEs (*SI Appendix*, Fig. S4 *C*–*F*), indicating that, in the absence of the 3′IgH CBEs, this highly transcribed downstream region participates in substantial synapsis with Sμ within the CSRC (*SI Appendix*, Fig. S4 *A*, *B*, *D*, and *F*).

Transcription across the region downstream of IgH increased in both sense and antisense directions (Fig. 3 *A* and *C* and *SI Appendix*, Figs. S2 and S3), creating convergent transcription known to facilitate AID targeting (25). This region just downstream of the 3′IgH CBEs is juxtaposed to the 3′IgHRR enhancer after the complete 3′IgH CBEs deletion, likely leading to the transcriptional activation of the downstream region by the 3′IgHRR enhancer. The “sense” (defined by orientation sense transcription in the IgH locus) transcription is likely in large part due to continuation/extension of the 3′IgHRR transcription, while the antisense transcription which is initiated downstream of the 3′IgHRR may be activated at the ectopic promoter in this region promoted by the 3′IgHRR enhancer in the absence of the insulating 3′IgH CBEs.

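The 6-kb stretch downstream of the 3′IgH CBEs, taken here as chromosome 12 from 114448001 to 114454000, lies where the coordinates of the hybrid genome equal those of mm9. The mm9 annotation places a U6 small nuclear RNA gene inside it, from 114452360 to 114452463, and no other gene; the nearest protein-coding gene at lower coordinates is Tmem121 (114424114 to 114427731). With αCD40/IL4, 0 of 10805 WT junctions lay in this stretch, where 3 junctions would have been a share of 0.0863, 0.0783 and 0.0857% in replicates 1, 2 and 3. In 3′IgH CBEs-deleted cells it held 33, 48 and 23 junctions, a share of 1.68% (Wilson 95% confidence interval 1.201 to 2.35), 2.06% (1.56 to 2.72) and 1.82% (1.21 to 2.71), with a mean of 1.85% ± 0.192 (SD, n = 3). The difference was 1.85 percentage points both unpaired and with the replicate number as a block (two-sided exact permutation test, p = 0.1, adjusted 0.22), and Fisher's exact test on the pooled junctions gave p = 8.82e-50 (adjusted p = 3.24e-49). Without junctions within Sμ in the denominator the share was 4.02%, with the IgH totals of Table S1 as the denominator, a setting chosen after seeing the data, it was 0.674%, the largest move as a ratio, and as a share of all junctions genome-wide it was 1.201%. With the stretch extended to start at 114445001, a boundary chosen after seeing the values, the share was 2.08%. It depends on the Sγ1 junctions in the denominator, which the αCD40/IL4 lists hold in part.

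**Figure D3:**
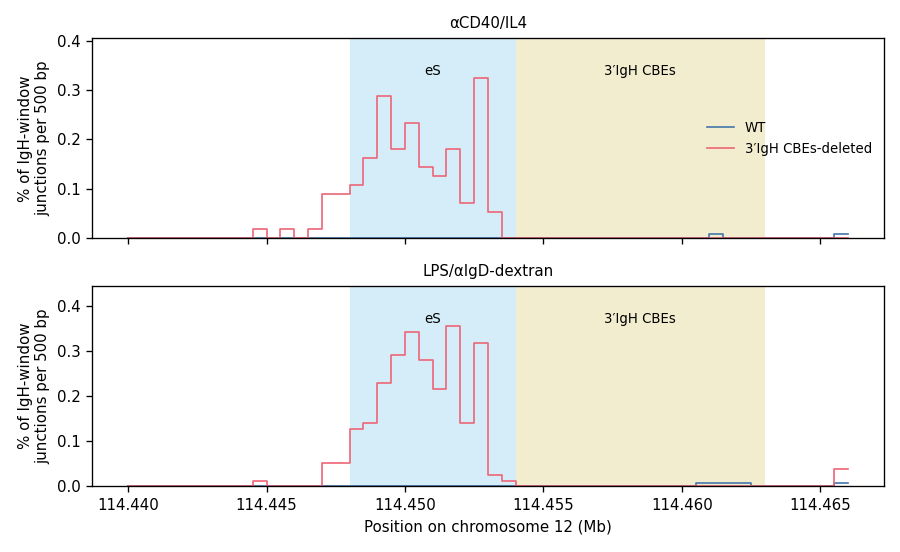
Junctions per 500 bp as a percentage of the pooled junctions of each genotype in the IgH window (vertical axes) along chromosome 12 (horizontal axis, Mb), for αCD40/IL4 (top) and LPS/αIgD-dextran (bottom). Lines are 3 pooled WT (blue) and 3 pooled 3′IgH CBEs-deleted (red) libraries, and shading marks eS (light blue) and the 3′IgH CBEs (yellow); WT is at 0 throughout eS.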

Notably, αCD40/IL4 treatment of complete 3′IgH CBEs-deleted splenic B cells induced the aberrant translocations across the first 6 kb of this 30-kb transcribed sequence just downstream of the normal 3′IgH CBEs location, as indicated by junctions between Sμ and sequences across this region that accounted for nearly 1% of all CSR-related junctions (Fig. 1 *B* and *C* and *SI Appendix*, Fig. S1*D* and Table S1). In addition, LPS/αIgD-dextran treatment of complete 3′IgH CBEs-deleted splenic B cells also induced aberrant translocations between Sμ and sequences within this 6-kb sequence downstream of the normal 3′IgH CBEs location that accounted for nearly 3% of all CSR-related junctions (Fig. 2 *A* and *B* and *SI Appendix*, Fig. S1*E* and Table S2). Moreover, examination of junctions across a 600-bp “core” region of this 6-kb sequence downstream of the normal 3′IgH CBE location, which has the highest rearrangement frequency across this region, revealed that about 80% of the junctions within occurred within AID-targeting motifs under both aCD40/IL4 and LPS/aIgD-dextran stimulation conditions (Fig. 1*D* and Fig. 2*C*), consistent with their joining to Sμ via a CSR-related mechanism. 

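With LPS/αIgD-dextran, the same stretch held 0 of 14970 WT junctions, where the floor of 3 junctions would have been a share of 0.0763, 0.0607 and 0.0492%. In 3′IgH CBEs-deleted cells it held 52, 76 and 67 junctions, a share of 2.49% (Wilson 95% confidence interval 1.91 to 3.25), 2.68% (2.15 to 3.34) and 2.27% (1.79 to 2.87), with a mean of 2.48% ± 0.208 (SD, n = 3). The difference of 2.48 percentage points was the same with the replicate number as a block (two-sided exact permutation test, p = 0.1, adjusted 0.122), and Fisher's exact test on the pooled junctions gave p = 1.43e-91 (adjusted p = 5.26e-91). Without junctions within Sμ in the denominator the share was 7.83%, and as a share of all junctions genome-wide it was 1.67%. With the stretch extended to start at 114445001, the share was 2.59%.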

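The core was taken as chromosome 12 from 114452500 to 114453100 of mm9, as the axis of Fig. S1G gives it, and a junction was counted in a DGYW/WRCH motif when its first prey base was 1 of the motif's bases. Motifs covered 206 of the 601 positions, so 34.3% of junctions placed at random would lie in one. Of 20 core junctions with αCD40/IL4, 6 lay in a motif, or 30.0% (Wilson 95% confidence interval 14.5 to 51.9; two-sided exact binomial test against the random share, p = 0.816). By library these were 3 of 10, 3 of 5 and 0 of 5. Of 25 core junctions with LPS/αIgD-dextran, 15 lay in a motif, or 60.0% (40.7 to 76.6; two-sided exact binomial test, p = 0.0102), and by library 5 of 6, 6 of 10 and 4 of 9. By the same exact test, p was 0.144 without replicate 1 (52.6%), 0.0532 without replicate 2 (60.0%, with 15 junctions left) and 0.00638 without replicate 3 (68.8%). With LPS/αIgD-dextran, p was 0.0216 for RGYW/WRCY motifs (48.0%) and 0.0019 over the whole 6-kb window by the same exact test. The Benjamini-Hochberg adjusted values over these 2 tests were 0.816 and 0.0203. With bases next to a motif counted too, the shares were 45.0 and 76.0%, against 47.6% at random (two-sided exact binomial tests, p = 1.0 and 0.0047). Over all 12 combinations of setting and stimulation tested, the adjusted values with LPS/αIgD-dextran were 0.0305 for the core, 0.0282 with the next bases, 0.0518 for RGYW/WRCY and 0.0228 for the whole window. The core held 19.2% of the eS junctions with αCD40/IL4 and 12.8% of those with LPS/αIgD-dextran, and it makes up 10.0% of the length of eS; the paper chose it for its junction frequency. The 10 bases of the core with the most junctions, 114452967 to 114452976, held 7 of its 45 junctions, from 4 libraries. With 20 bases on either side, from 114452947 to 114452996, their mm9 sequence is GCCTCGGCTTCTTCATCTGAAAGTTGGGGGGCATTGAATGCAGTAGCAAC, which lies in no annotated gene.

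**Figure D4:**
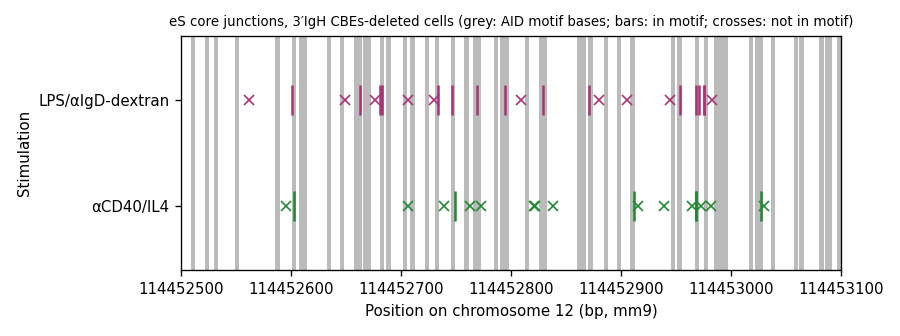
Positions of the eS core junctions of 3′IgH CBEs-deleted cells along chromosome 12 (horizontal axis, bp of mm9) for each stimulation (vertical axis). Grey marks bases inside DGYW/WRCH motifs, bars junctions whose first prey base lies in a motif (6 and 15) and crosses the other junctions.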

The results are also striking, since the level of CSR in the 3′IgH sequences in LPS/αIgD-dextran–treated splenic B cells is similar to that of CSR in the Sγ2a sequence which has a three-fold higher density of AID target motifs with a much higher percentage of the canonical AGCT motif in the 600-bp core Sγ2a (*SI Appendix*, Fig. S1*G*), indicating that factors beyond AID-targeting motif density (transcription levels, interaction with CSRC, etc.) can influence overall CSR-junction frequency. Thus, these studies indicate that the 3′IgH CBEs prevent the region just downstream from them from becoming transcriptionally activated, synapsing with Sμ in the CSRC and serving as an ectopically induced S region (“eS”) for CSR and aberrant chromosomal deletions.

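In the 3 3′IgH CBEs-deleted LPS/αIgD-dextran libraries, the eS share was 72.6% of the Sγ2a share, and between 69.8 and 74.5% of it in the single libraries. Each library's eS share lay below the Sγ2a share of every library (two-sided exact permutation test, p = 0.1, the smallest that 3 values against 3 allow). Both shares come from the same 3 libraries, and the test treats them as separate, so no conclusion is drawn from its p-value. The motif density of the Sγ2a core was not analysed here.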

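Over both stimulations, the eS share was 2.17 percentage points higher in 3′IgH CBEs-deleted than in WT libraries (two-sided exact permutation test within each stimulation, 400 relabellings, p = 0.005, the smallest they can give). The size of its αCD40/IL4 part depends on the Sγ1 junctions missing from those lists. That part was 1.85 points, and 0.674 with the IgH totals of Table S1 as the denominator, chosen after seeing the data. With the replicate number as a block, the 6 paired differences were all positive (exact sign-flip permutation test, two-sided, p = 0.03125, the smallest 6 differences allow). Each replicate number enters the 6 differences once per stimulation. Both tests take the libraries of the 2 stimulations, and WT LPS/αIgD-dextran replicates 2 and 3, as independent. Whether they are is not known, so these p-values can be too small. The window was also compared in 3-kb bins, without regard to the named regions, over the bins with at least 5 junctions in the 6 libraries of a stimulation. A bin was called where Fisher's exact test with Benjamini-Hochberg adjustment gave a value under 0.05 and the libraries did not overlap. With αCD40/IL4, 11 of 26 bins passed, 7 higher and 4 lower in deleted cells, and with LPS/αIgD-dextran, 16 of 31 passed, 7 higher and 9 lower. With the replicate number as a block (exact Mantel-Haenszel test), 11 and 16 bins passed. The bin from 114448001 to 114451000 held 0 WT junctions under either stimulation, with 62 junctions from deleted cells for αCD40/IL4 (adjusted p = 4.34e-29 from Fisher's exact test) and 111 for LPS/αIgD-dextran (adjusted p = 2.24e-51 from Fisher's exact test). Its neighbour from 114451001 to 114454000 held 0 WT junctions and 42 and 84 junctions from deleted cells. The paper draws on its own eS junctions, the increased transcription of the downstream region and that region's interactions with the iEμ-Sμ locale. From these it infers that the 3′IgH CBEs keep the sequence downstream of them from being transcribed and from synapsing with Sμ in the CSRC. It also infers that they keep this sequence from serving as an S region.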

## Discussion

A prior study reported that deletion of the first eight 3′IgH CBEs had little effect on class switching (17). However, we now demonstrate that complete deletion of all 10 3′IgH CBEs significantly decreases germline transcription and CSR of upstream Sγ3, Sγ2b, Sγ2a, and Sε regions, albeit to varying degrees, after stimulation with αCD40/IL4 or LPS/αIgD-dextran. In addition, class-switching to IgA in 3′IgH CBEs-deleted CH12F3 cells was also reduced to about 50% of control levels (15). Taken together, these findings indicate that the 3′IgH CBEs variably promote CSR to all upstream S regions except Sγ1, likely by focusing 3′IgHRR region transcriptional enhancing activity on the IgH locus, as opposed to being diverted in part to regions downstream of the IgH locus. In the latter context, it is notable that Sγ1 is not affected by the 3′IgH CBE deletion, which is consistent with Sγ1 known to be far less dependent on 3′IgHRR for CSR than other S regions (8, 13, 20, 21). Mechanistically, our findings also show that 3′IgH CBEs deletion creates an eS region just downstream of 3′IgH CBEs for aberrant convergent transcription by the 3′IgHRR enhancer, synapsis with Sμ in the CSRC, and CSR-related deletional joining with the donor Sμ, suggesting that, to some degree, this downstream eS might compete for 3′IgHRR activity with the upstream I promoters in the context of promoting aberrant CSR-related rearrangements in the absence of the 3′IgH CBEs. Overall, our findings implicate the 3′IgH CBEs as insulators that safeguard the integrity of the normal CSR process by isolating the 3'IgHRR (CSRC) activities within the IgH domain and preventing 3′IgHRR off-target activity outside of the IgH domain that leads to aberrant, CSR-mediated chromosomal deletions.

## Materials and Methods

### Generation of Targeted ES Cells and Chimeric Mice.

All 10 3′IgH CBEs were deleted by a standard gene-targeted deletion approach (26) on both alleles of the WT TC1 mouse ES cells, which were derived from a 129/SV mouse. These homozygous 3′IgH CBEs-deleted ES cells were confirmed by PCR genotyping (*SI Appendix*, Fig. S1 *A* and *B*). Subsequently, we deleted both copies of the Aicda (AID) gene from the homozygous 3′IgH CBEs-deleted ES cells via the Cas9/guide RNA (gRNA) approach. The gRNA oligonucleotides for the CRISPR/Cas9 used were cloned into the pX330 vector (Addgene plasmid ID 42230) (27). For CSR-HTGTS-seq experiments, the 3′IgH CBEs knockout ES cells were used to generate chimeric mice with totally ES-cell–derived mature B and T lymphocytes via our RDBC (18). For GRO-seq and 3C-HTGTS experiments, the 3′IgH CBEs and AID double-knockout ES cells were used to generate chimeric mice with RDBC. Mouse work was performed under protocols approved by the Institutional Animal Care and Use Committee at Boston Children’s Hospital.

### Cell Culture.

Primary splenic B cells were isolated by a CD43-negative selection kit from chimeric mice and cultured in medium R15 (RPMI1640, 15% fetal bovine serum, L-glutamate, 1× penicillin and streptomycin). Primary splenic B-cell stimulation was performed with αCD40 (1 μg/mL, eBioscience) plus IL4 (20 ng/mL, PeproTech) or with LPS (25 ng/mL, sigma) plus αIgD-dextran (3 ng/mL) for 96 h. CSR-HTGTS-seq was performed in AID-proficient cells stimulated for 96 h (19). GRO-seq and 3C-HTGTS were performed in AID-deficient cells as previously described (11). Previous studies measured the transcription and interaction of S regions after stimulating the cells for 48 h (10, 28), while the CSR was usually measured after stimulating the cells for longer times (10, 19). To make a better comparison between CSR, S region transcription, and chromatin interactions, we assayed all parameters in splenic B cells stimulated for 96 h.

### Flow Cytometric Analysis.

Flow cytometric analysis was used for measuring IgH class switching in splenic B cells stimulated with either αCD40/IL4 or LPS/αIgD-dextran for 96 h. After 96 h of stimulation, cells were collected and washed once with PBS. Then, the cells were stained for the surface makers with the indicated antibodies (APC-IgG1, APC-IgM/PE-IgG3, and APC-IgM/PE-IgG2b). The APC-IgM and APC-IgG1 antibodies were diluted 100 times from stock concentration, while the PE-IgG3 and PE-IgG2b antibodies were diluted 200 times from stock concentration at room temperature for 10 min. The stained cells were washed once with PBS and resuspended in PBS for flow cytometric analysis with a BDFACSCalibur (BD Bioscience). CellQuest Pro alias software was used for collecting the data, and FlowJo software (10.0.6) was used for analyzing the data.

### CSR-HTGTS-seq and Data Analysis.

CSR-HTGTS-seq libraries generated with a 5′Sμ bait (11, 19) were prepared from primary splenic B cells stimulated with αCD40/IL4 or LPS/αIgD-dextran for 96 h. A total of 25 μg gDNA from αCD40/IL4 or LPS/αIgD-dextran–stimulated splenic B cells was sonicated (25 s ON and 60 s OFF, two cycles with low-energy input) on a Diagenode Bioruptor sonicator. The sonicated DNA fragments were amplified by LAM-PCR with biotinylated 5′Sμ primer. The LAM-PCR products were enriched with streptavidin C1 beads (Thermo Fisher Scientific, #65001) for 4 h at room temperature. The enriched biotin-labeled LAM-PCR products were ligated with adaptor, followed by nested PCR with barcode primers and tag PCR with P5-I5 and P7-I7 primers. The 500- to 1,000-bp tag-PCR products were purified by separation on 1% Tris-acetate-EDTA (TAE) gel. CSR-HTGTS-seq libraries were sequenced by paired-end 150-bp sequencing on a Next-SeqTM550 (Illumina). More details of the method and analysis have been described (11, 19).

Libraries were processed via our published pipeline (29) and mapped against the AJ851868/mm9 hybrid genome as described previously (30). Data were analyzed and plotted after removing duplicates (11, 19). Each experiment was repeated three times for statistical analyses. The junction numbers within different S regions, as well as the percentage analysis of different S-region junctions with respect to total junctions within the C_H_-containing portion of the IgH, are listed in *SI Appendix*, Tables S1 and S2. Primers used for CSR-HTGTS-seq are listed in *SI Appendix*, Table S3.

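The biotinylated 5′Sμ primer of Table S3, CAGACCTGGGAATGTATGGT, matches the minus strand of mm9 chromosome 12 from 114664982 to 114665001. In the coordinates of the hybrid genome, the bait sequence read from the primer starts at 114669258 of chromosome 12.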

### 3C-HTGTS.

The 3C-HTGTS analyses (31) were performed on AID^−/−^ mature splenic B cells stimulated with αCD40/IL4 or LPS/αIgD-dextran for 96 h as previously described (11). Ten million cells were collected and cross-linked with 2% formaldehyde for 10 min at room temperature. Then the cross-linked samples were quenched with glycine at a final concentration of 125 mM and lysed in the 3C lysis buffer (50 mM Tris⋅HCl, pH 7.5, 150 mM NaCl, 5 mM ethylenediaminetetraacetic acid (EDTA), 0.5% Nonidet P-40, 1% Triton X-100, protease inhibitors). The nuclei were collected and digested with NlaIII enzyme (NEB, R0125) at 37 °C overnight. The digested nuclei samples were ligated with T4 ligase (Promega, M1801) and incubated overnight at 16 °C. The ligated products were treated with Proteinase K (Roche, #03115852001) at 56 °C overnight for de-cross-linking, and the 3C templates were extracted by phenol/chloroform. The 3C-HTGTS libraries were then sequenced by paired-end 150-bp sequencing on Next-Seq550 (Illumina). More details of the method have been described (11, 31). All the 3C-HTGTS libraries were size-normalized to 370,000 total junctions for comparison. For 3C-HTGTS bait interaction frequency analysis, we counted the number of junctions within the indicated bait-interacting locales for both control and experimental groups. For bar graph presentation, the junction number recovered from control groups was normalized to represent 100%, and relative experimental values are listed as a percentage of control values (*SI Appendix*, Tables S1 and S2). Primers used for 3C-HTGTS are listed in *SI Appendix*, Table S3. Each experiment was repeated three times for statistical analyses.

### GRO-seq Analysis.

GRO-seq libraries were prepared from AID^−/−^ mature splenic B cells stimulated with αCD40/IL4 or LPS/αIgD-dextran for 96 h as described (11). Ten million cells were permeabilized with the fresh-made buffer (10 mM Tris⋅HCl, pH 7.4, 300 mM sucrose, 10 mM KCl, 5 mM MgCl2, 1 mM ethylene glycol tetraacetic acid [EGTA], 0.05% Tween-20, 0.1% Nonidet P-40 substitute, 0.5 mM dithiothreitol [DTT], protease inhibitors, and RNase inhibitor) and resuspended in 100 μL of storage buffer (10 mM Tris⋅HCl, pH 8.0, 25% [V/V] glycerol, 5 mM MgCl_2_, 0.1 mM EDTA, and 5 mM DTT). The nuclear run-on reaction was performed by adding 100 μL of 2X run-on mix (5 mM Tris⋅HCl, pH 8.0, 2.5 mM MgCl2, 0.5 mM DTT, 150 mM KCl, 0.5 mM ATP, 0.5 mM CTP, 0.5 mM GTP, 0.5 mM BrUTP, RNase inhibitor, 1% sarkosyl) at 37 °C for 5 min. RNA was extracted by TRIzol. Hydrolysation was performed by adding NaOH at a final concentration of 0.2 N on ice for 18 min and followed by quenching with ice-cold Tris⋅HCl, pH 6.8, and exchanging buffer via Bio-Rad P30 columns. Then the purified RNA was incubated with BrdU antibody-conjugated beads (Santa Cruz Biotechnology, sc-32323-ac) for 1 h. The enriched run-on samples were incubated with RppH (NEB, M0356S) for 1 h and hydroxyl repair with T4 PNK (NEB, M0201S) for another 1 h. RT-PCR was performed after the 5′ and 3′ RNA adaptor ligation. The complementary DNA template was subjected to making GRO-seq libraries by two rounds of PCR. PCR products of 200 to 500 bp from the first round of PCR were purified by separation on 2.5% TAE gel and subjected to the second round of PCR. The final PCR products were further purified by size-selection with SPRIselect beads (Beckman Coulter, B23318). GRO-seq libraries were sequenced via paired-end 150-bp sequencing on a Next-Seq550 and normalized to a coverage of 10 million 100-nucleotide reads for display. Transcriptional activity of specific regions was calculated as Reads Per Million Reads (RPM) (*SI Appendix*, Tables S1 and S2). Each experiment was repeated three times for statistical analyses.

### Statistical Analysis.

An unpaired two-tailed Student *t* test was used to examine the significant difference between samples. At least three repeats were done for each statistical analysis. Quantitative data are mean ± SD; *n.s.* indicates *P* > 0.05, *P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001.

## Supplementary Material

Supplementary File

## Data Availability

All study data are included in the article and supporting information. CSR-HTGTS-seq, GRO-seq, and 3C-HTSTS sequencing raw data analyzed here has been deposited in the Gene Expression Omnibus database under accession number GSE152193.

# Supplementary material for: Physiological role of the 3′IgH CBEs super-anchor in antibody class switching
**Source:** Proc Natl Acad Sci U S A. 2021 Jan 13;118(3):e2024392118. doi: 10.1073/pnas.2024392118
**Supplement:** Supplementary File

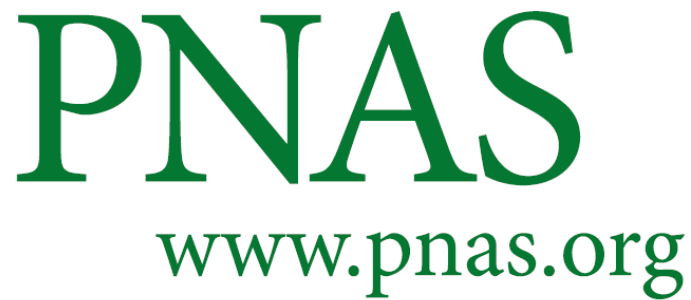

Supplementary Information for

**Physiological role of the 3'IgH CBEs super-anchor in antibody class switching**

Xuefei Zhang<sup>a,b,c,1</sup>, Hye Suk Yoon<sup>a,b,c,2</sup>, Aimee M. Chapdelaine-Williams<sup>a,b,c</sup>, Nia Kyritsis<sup>a,b,c</sup>, Frederick W. Alt<sup>a,b,c,1</sup>

**This PDF file includes:**

Figures S1 to S5  
Tables S1 to S3

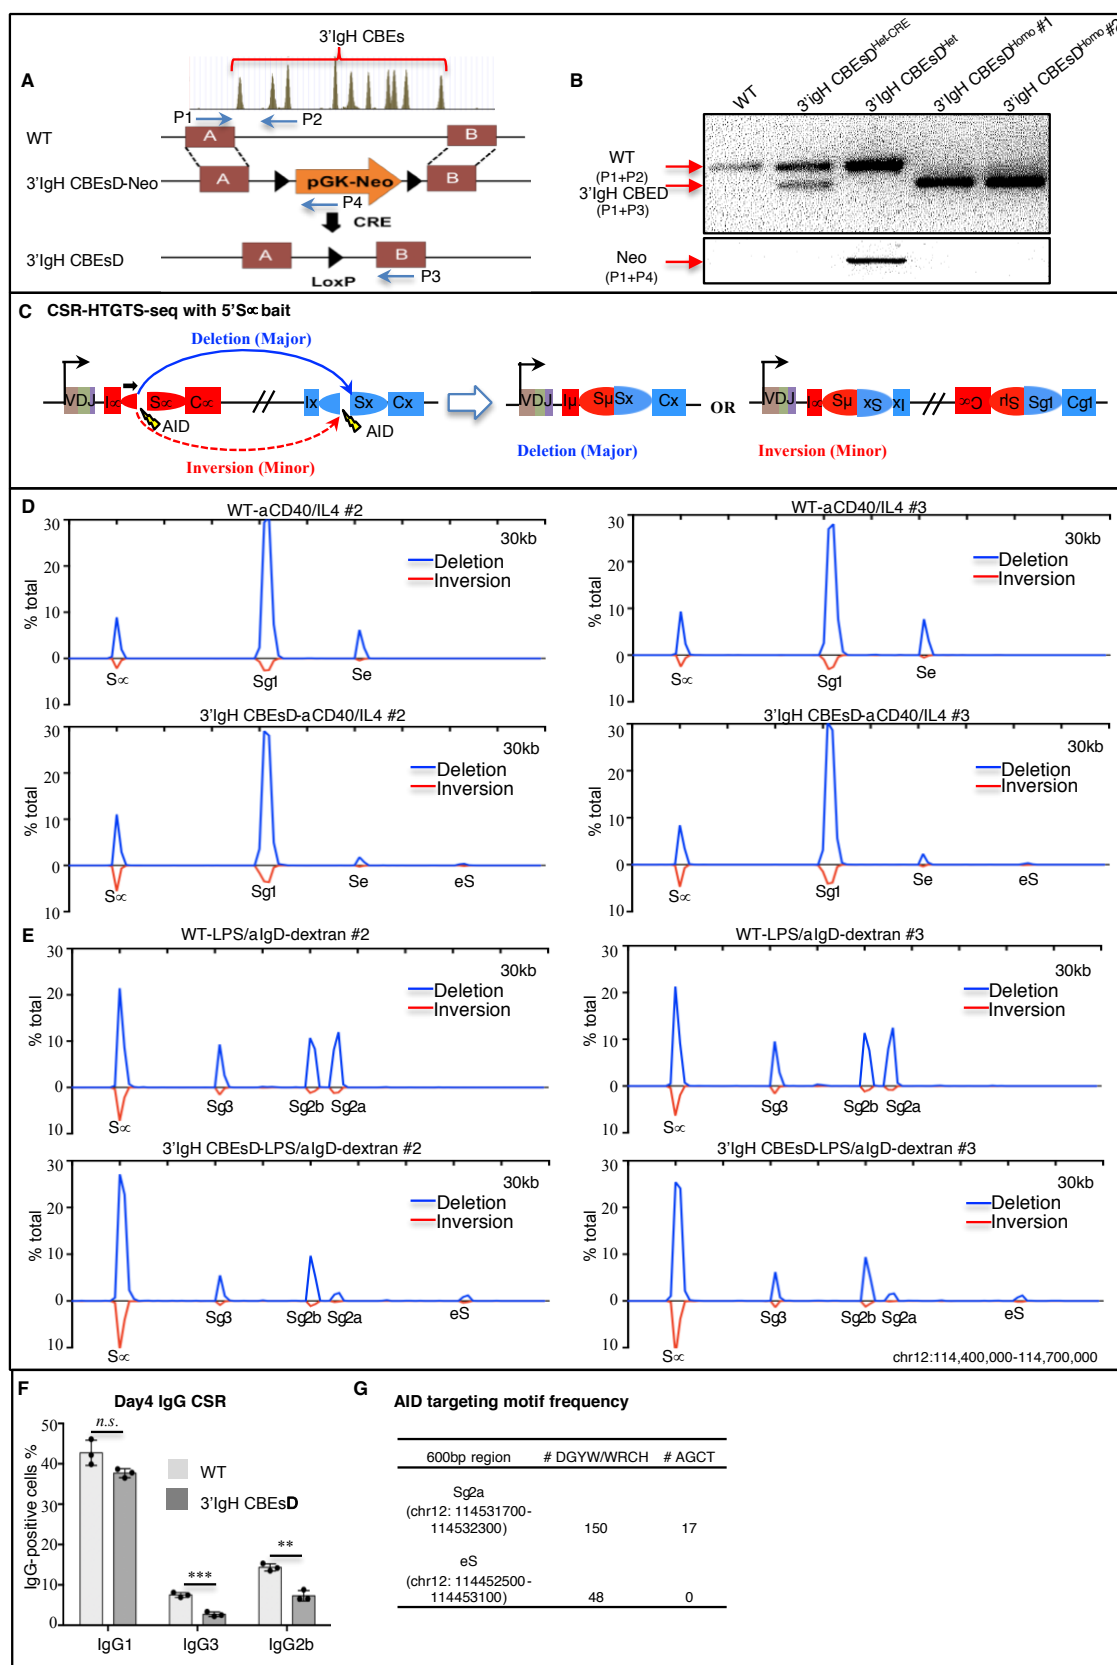

**Fig. S1. 3'IgH CBEs deletion decreases CSR to most upstream S region and induces aberrant translocation to the eS region.**

(A) Illustration of the targeting strategy used to generate the 3'IgH CBEs-deleted TC1 ES cells. Primer1 (P1) and primer2 (P2) were used for amplifying the WT band. Primer1 (P1) and Primer3 (P3) were used for amplifying the 3'IgH CBEs-deleted band. Primer1 (P1) and primer4 (P4) were used for amplifying the part of pGK-neo band. (B) PCR genotyping to confirm the 3'IgH CBEs-deleted ES clones. (C) Illustration of the detection of CSR by CSR-HTGTS-seq with 5'S $\mu$  bait. 

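With αCD40/IL4, inversional junctions made up 12.9% ± 0.906 (SD, n = 3) of the Sγ1 junctions in WT and 20.8% ± 1.15 in 3′IgH CBEs-deleted cells, a difference of 7.85 percentage points both unpaired and paired (replicate block). In Sε they made up 5.67% ± 0.636 in WT and 11.8% ± 0.273 in deleted cells, and in Sμ 19.5% ± 0.906 and 30.3% ± 1.71, a difference of 10.8 points both unpaired and paired. In each of these 3 regions the libraries did not overlap, and neither did they in Sγ3, where the share fell from 5 of 10 pooled junctions to 0 of 5 (two-sided exact permutation test, p = 0.1, and 0.2 after Benjamini-Hochberg adjustment over the 8 regions with junctions in every library; chance gives 10%). Fisher's exact tests gave adjusted values of 1e-12 for Sγ1, 1e-05 for Sε and 5.69e-25 for Sμ. The Sγ1 values rest on the part of the Sγ1 junctions that the αCD40/IL4 lists hold. With LPS/αIgD-dextran, inversional junctions made up 22.6% ± 1.19 of the Sμ junctions in WT and 22.4% ± 0.556 in deleted cells, with overlapping libraries (two-sided exact permutation test, p = 0.8). Their share fell by 0.225 percentage points, unpaired and paired, and rose by 0.231 points with the narrow windows. The difference was -1.97 points over unique prey positions and -2.16 points over preys of at least 100 bases, both without overlap. These last settings were chosen after seeing the data. The share was 13.0% ± 0.180 and 15.6% ± 1.99 in Sγ3 and 8.88% ± 0.642 and 11.6% ± 0.986 in Sγ2b, without overlap (two-sided exact permutation test, p = 0.1, adjusted 0.2; adjusted values of Fisher's exact test 0.356 and 0.0955). Of the 8 regions compared with LPS/αIgD-dextran, Sγ1, with 11 of 94 pooled junctions in WT and 0 of 14 in deleted cells, and the 3′IgHRR, with 3 of 14 and 0 of 12, fell without overlap. The Sγ2b difference was 2.69 points, unpaired and with the replicate number as a block. In Sγ2a it was 8.44% ± 1.46 and 10.8% ± 4.62, with overlapping libraries (p = 0.6 by the same exact test). Over both stimulations, the inversional share of Sμ junctions was 5.28 points higher in deleted cells (two-sided exact permutation test within each stimulation, p = 0.065) and 5.28 points with the replicate number as a block (exact sign-flip test, p = 0.1875).

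**Figure D5:**
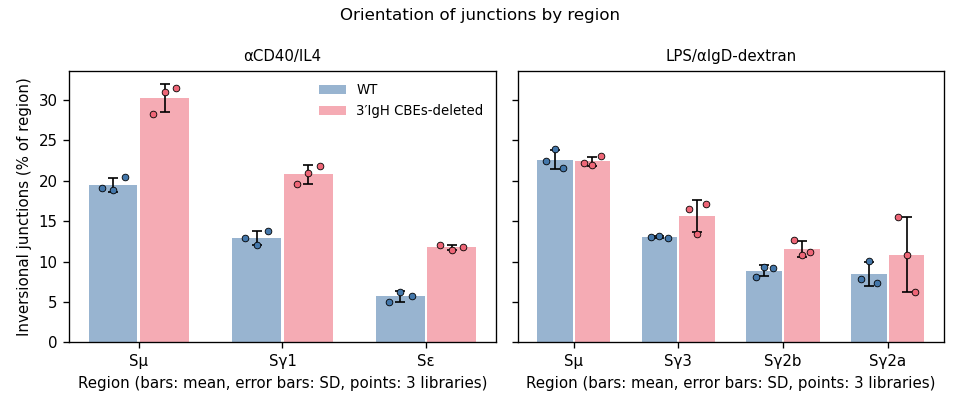
Inversional junctions as a percentage of the junctions of each region (vertical axis) for the regions on the horizontal axis, with αCD40/IL4 (left) and LPS/αIgD-dextran (right). Bars are means, error bars SD and points the 3 WT (blue) and 3 3′IgH CBEs-deleted (red) libraries; the Sμ means are 19.5 and 30.3% on the left and 22.6 and 22.4% on the right.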

As indicated, the vast majority of CSR events are deletional, with an upstream end of an S $\mu$  DSB joining to the downstream end of an acceptor S region DSB. (D) Additional two repeats of CSR-HTGTS-seq data shown in Fig. 1B for  $\alpha$ CD40/IL4-stimulated WT and 3'IgH CBEs-deleted splenic B cells. The blue lines indicate deletional joining and the red lines indicate inversional joining. (E) Additional two repeats of CSR-HTGTS-seq data shown in Fig. 2A for LPS/ $\alpha$ IgD-dextran-stimulated WT and 3'IgH CBEs-deleted splenic B cells. The blue lines indicate deletional joining and the red lines indicate inversional joining. (F) FACS analysis of IgG1 in  $\alpha$ CD40/IL4-stimulated splenic B cells, or IgG3 and IgG2b surface expression in LPS/ $\alpha$ IgD-dextran-stimulated splenic B cells. Bar graph shows percentages of IgG1, IgG3 and IgG2b expression from the stimulated splenic B cells. Data represents mean  $\pm$  s.d. from three independent repeats. *P* values were calculated via unpaired two-tailed *t*-test, *n.s.* indicates  $p > 0.05$ , \*\*  $p \leq 0.01$ , \*\*\*  $p \leq 0.001$ . (G) AID-targeting-motif frequency analysis of the 600bp “core” eS and S $\gamma$ 2a region.

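The eS core holds 67 DGYW/WRCH motifs and 0 AGCT motifs in its 601 bases of mm9. Each strand was counted, so a site that matches both DGYW and WRCH enters this number more than once. The paper's figure gives 48 motifs for the core, and the cause of the difference was not tested. Counted in the same way, the whole 6-kb eS window holds 652 DGYW/WRCH motifs, which cover 2055 of its 6000 positions (34.2%), and 22 AGCT motifs. Of the eS junctions in the whole window, 38 with αCD40/IL4 (36.5%) and 88 with LPS/αIgD-dextran (45.1%) had their first prey base in a motif. D stands for any base but C, G for G, Y for C or T and W for A or T, and WRCH is the same motif read on the other strand. Motif frequency therefore counts the positions at which the deaminase AID finds its preferred sequence, whether or not a junction was recovered there.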

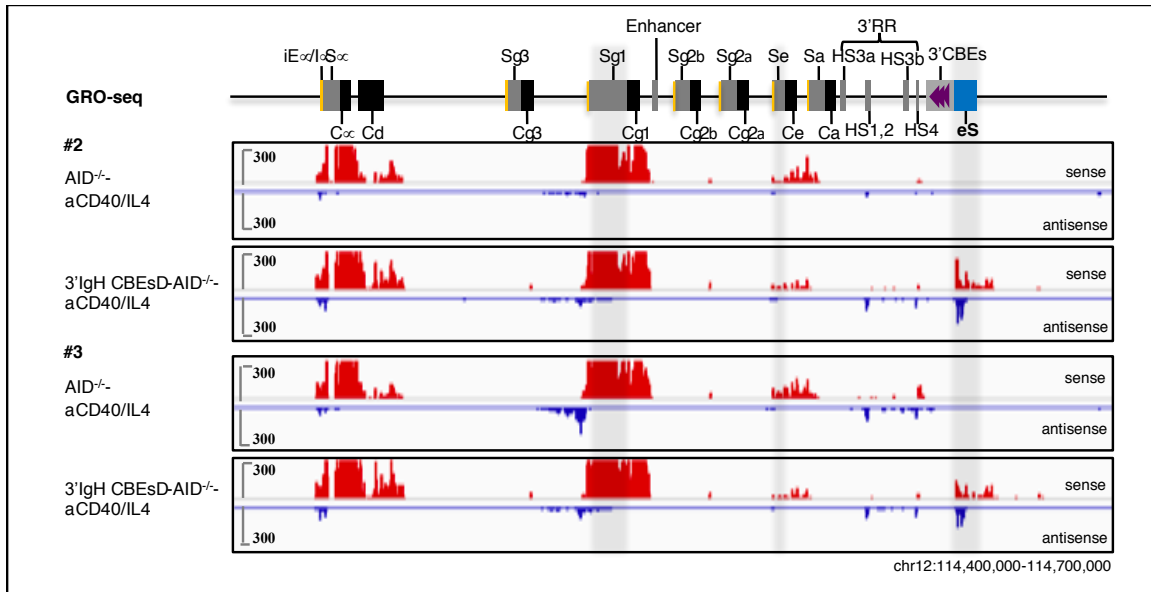

**Fig. S2. 3'IgH CBEs deletion decreases S $\epsilon$  transcription after stimulation with  $\alpha$ CD40/IL4 and induces transcription across the downstream eS region.**

Additional two repeats of GRO-seq data shown in Fig. 3A for  $\alpha$ CD40/IL4-stimulated AID-deficient WT and 3'IgH CBEs-deleted splenic B cells. Sense transcription is shown above in red and antisense transcription is shown below in blue lines. Grey bars highlight the S $\gamma$ 1 and S $\epsilon$ . A blue bar highlight the ectopic S region (labeled as "eS") just downstream of 3'IgH CBEs.

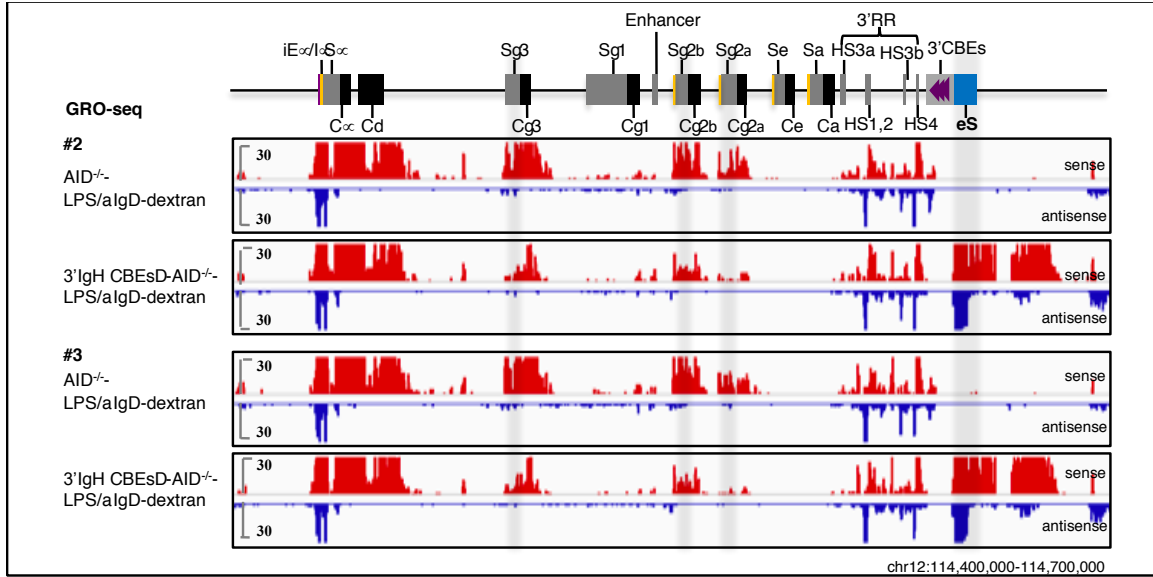

**Fig. S3. 3'IgH CBEs deletion decreases S $\gamma$ 3, S $\gamma$ 2b and S $\gamma$ 2a transcription after stimulation with LPS/ $\alpha$ IgD-dextran and induces transcription of the eS region.**

Additional two repeats of GRO-seq data shown in Fig. 3C for LPS/ $\alpha$ IgD-dextran-stimulated AID-deficient WT and 3'IgH CBEs-deleted splenic B cells. Sense transcription is shown above in red and antisense transcription is shown below in blue lines. Grey bars highlight the S $\gamma$ 3, S $\gamma$ 2b, S $\gamma$ 2a, HS3a, HS1,2, HS3b, HS4 and 3'IgH CBEs. A blue bar highlight the ectopic S region (labeled as "eS") just downstream of 3'IgH CBEs.

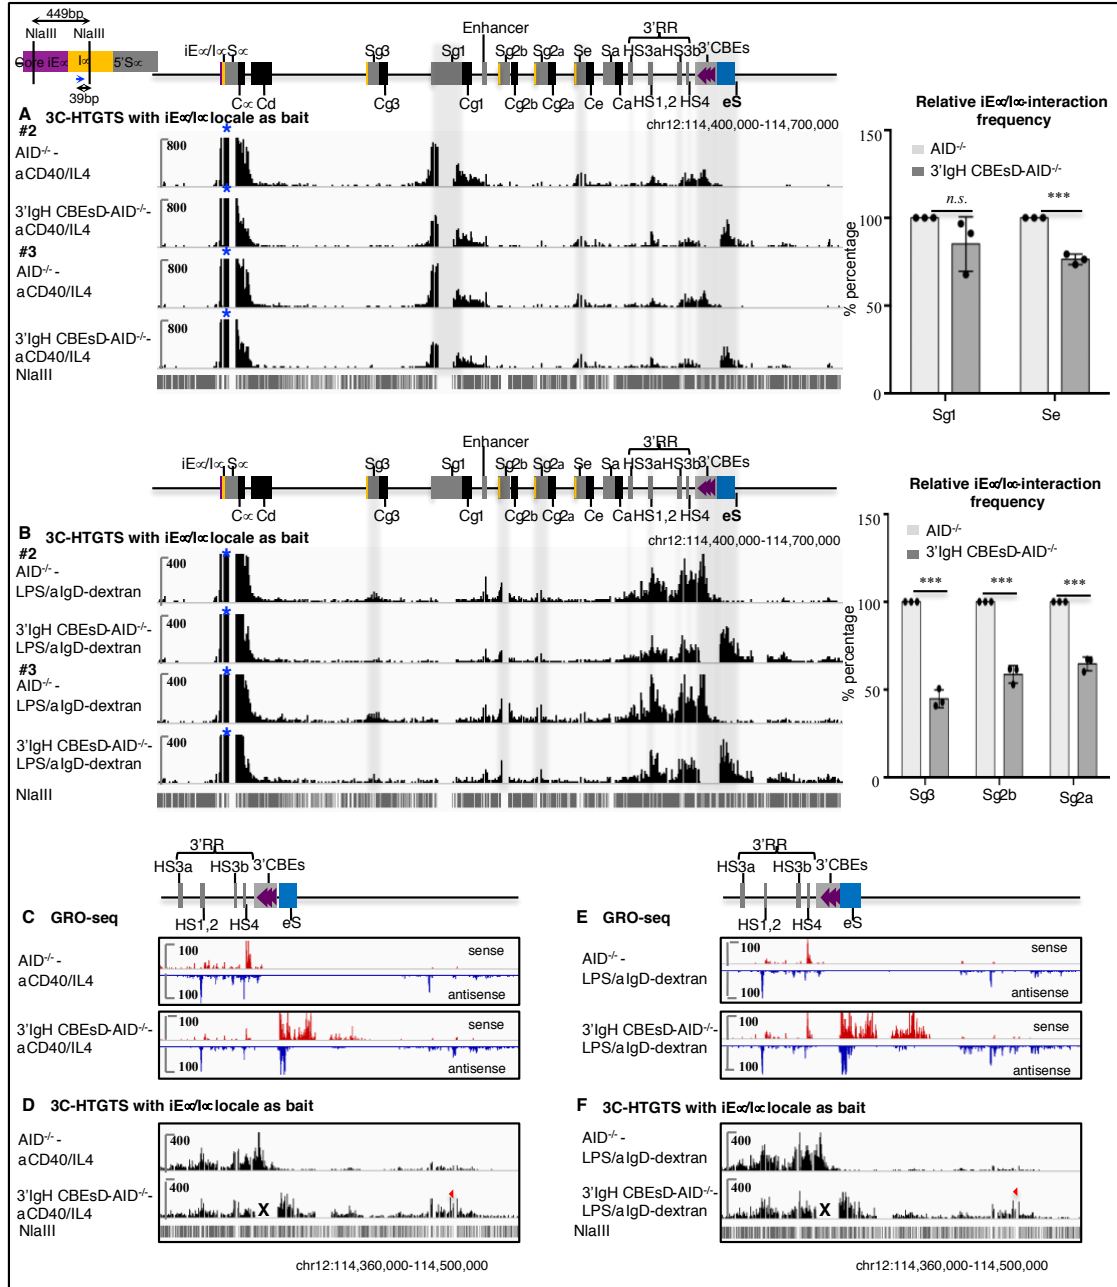

**Fig. S4. 3'IgH CBEs deletion decreases most S-S synapsis and induces Sμ-eS synapsis for abnormal rearrangement.**

(A) Left: Additional two repeats of 3C-HTGTS data shown in Fig. 4A for αCD40/IL4-stimulated AID-deficient WT and 3'IgH CBEs-deleted splenic B cells. Right: Bar graph shows the relative iEμ-Sμ interaction frequency with Sγ1 and Sε in αCD40/IL4-stimulated splenic B cells. Data represents mean ± s.d. from three

independent repeats. *P* values were calculated via unpaired two-tailed *t*-test, *n.s.* indicates  $p > 0.05$ , \*\*\*  $p \leq 0.001$ . The raw data for this bar graph is summarized in Table S1. (B) Left: Additional two repeats of 3C-HTGTS data shown in Fig. 4E for LPS/ $\alpha$ IgD-dextran-stimulated AID-deficient WT and 3'IgH CBEs-deleted splenic B cells. Right: Bar graph shows the relative iE $\mu$ -S $\mu$  interaction frequency with S $\gamma$ 3, S $\gamma$ 2b and S $\gamma$ 2a in LPS/ $\alpha$ IgD-dextran-stimulated splenic B cells. Data represents mean  $\pm$  s.d. from three independent repeats. *P* values were calculated via unpaired two-tailed *t*-test, \*\*\*  $p \leq 0.001$ . The raw data for this bar graph is summarized in Table S2. (C and E) Magnified GRO-seq profiles to better reveal the transcriptional activation of the region downstream of 3'IgH CBEs after 3'IgH CBEs deletion. (D and F) Magnified 3C-HTGTS profiles to better reveal the interaction between iE $\mu$ /I $\mu$  bait with the impediments downstream of 3'IgH CBEs after 3'IgH CBEs deletion.

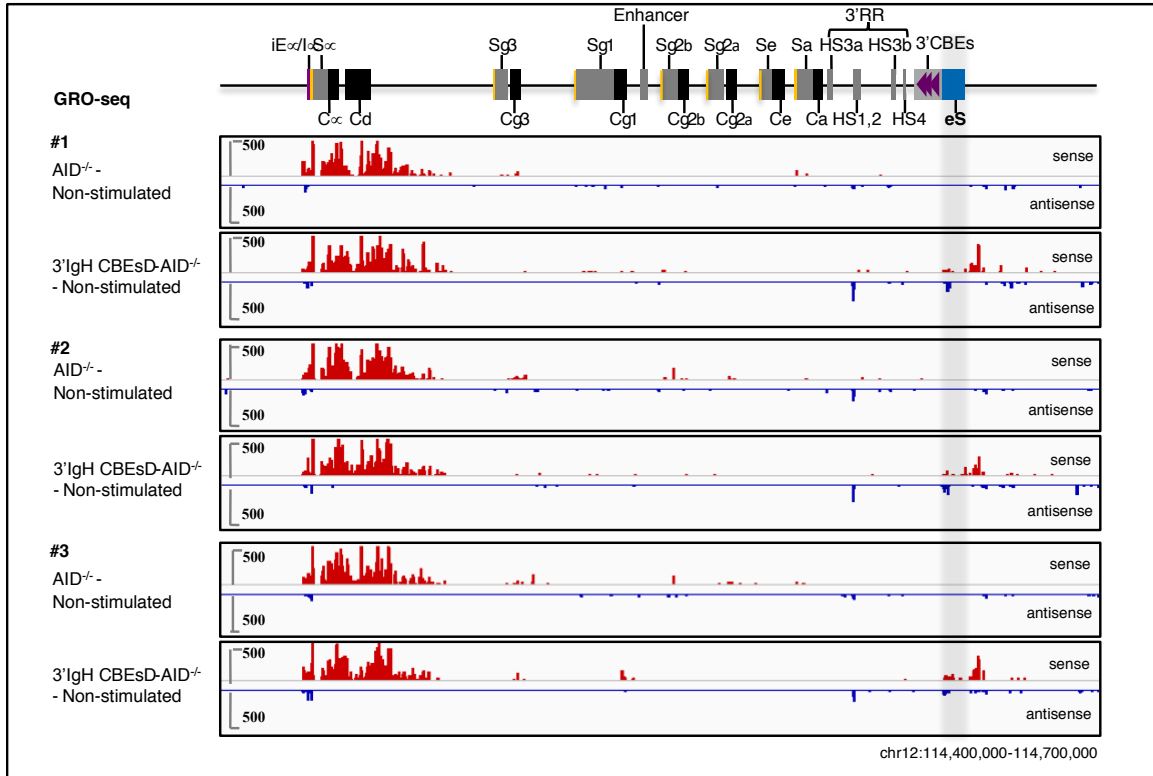

**Fig. S5. 3'IgH CBEs deletion induces transcription of the eS region in non-stimulated splenic B cells.**

GRO-seq profiles of IgH locus from non-stimulated AID-deficient WT and 3'IgH CBEs-deleted splenic B cells. Sense transcription is shown above in red and antisense transcription is shown below in blue lines. A blue bar highlight the ectopic S region (labeled as "eS") just downstream of 3'IgH CBEs.

**Table S1. The effect of 3'IgH CBEs deletion on switching, transcription and interaction of different S regions in WT and 3'IgH CBEsΔ splenic B cells stimulated with αCD40/IL4.**

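The first part of Table S1 counts, for each library, the junctions in the IgH window and in Sγ1, Sε and eS. It also gives each region as a percentage of the IgH junctions. The percentage printed for Sε in 3′IgH CBEs-deleted replicate 2 is lower than its own counts give, which is 2.90% (183 of 6320). For the WT libraries the table counts 9090, 11284 and 8915 IgH junctions, and the deposited lists hold 38.2, 33.9 and 39.2% of these numbers. For the 3′IgH CBEs-deleted libraries it counts 5077, 6320 and 3750, and the lists hold 38.6, 36.9 and 33.8%. The Sγ1 counts differ from the lists in every library, with 6722, 8660 and 6498 Sγ1 junctions in the table and 1113, 1214 and 1084 in the lists for WT. For Sε the table counts 966, 1023 and 1022 junctions in WT and 185, 183 and 119 in deleted cells, and the lists hold 961, 1023 and 1022, and 183, 183 and 119.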

Relative utilization of different S regions in WT and 3'IgH CBEsΔ splenic B cells stimulated with αCD40/IL4.

| αCD40/IL4      | IgH          | S <sub>γ1</sub> | S <sub>ε</sub> | eS        |
|----------------|--------------|-----------------|----------------|-----------|
| WT #1          | 9090 (100%)  | 6722 (73.9%)    | 966 (10.6%)    | 0 (0%)    |
| WT #2          | 11284 (100%) | 8660 (76.8%)    | 1023 (9.1%)    | 0 (0%)    |
| WT #3          | 8915 (100%)  | 6498 (72.9%)    | 1022 (11.5%)   | 0 (0%)    |
| 3'IgH CBEsΔ #1 | 5077 (100%)  | 3785 (74.6%)    | 185 (3.6%)     | 35 (0.7%) |
| 3'IgH CBEsΔ #2 | 6320 (100%)  | 4767 (75.4%)    | 183 (1.9%)     | 54 (0.9%) |
| 3'IgH CBEsΔ #3 | 3750 (100%)  | 2920 (77.9%)    | 119 (3.2%)     | 27 (0.7%) |

Relative transcription activity (RPM) of different S regions in AID-deficient WT and 3'IgH CBEsΔ splenic B cells stimulated with αCD40/IL4.

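GRO-seq labels nascent RNA in permeabilized cells, so its signal reports RNA polymerase engaged on the DNA and not the amount of stable transcript. RPM divides the reads of a region by the size of its library, so that libraries of different depth can be compared. The cells lacked AID so that rearrangement of the S regions could not change their transcription. The GRO-seq data were not analysed here.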

| αCD40/IL4      | S <sub>γ1</sub> | S <sub>ε</sub> | eS  |
|----------------|-----------------|----------------|-----|
| WT #1          | 1109            | 128            | 0   |
| WT #2          | 1558            | 168            | 0   |
| WT #3          | 1593            | 175            | 0   |
| 3'IgH CBEsΔ #1 | 1184            | 71             | 105 |
| 3'IgH CBEsΔ #2 | 1080            | 65             | 75  |
| 3'IgH CBEsΔ #3 | 1103            | 63             | 76  |

Relative interaction between iEμ-Sμ locale and different S regions in AID-deficient WT and 3'IgH CBEsΔ splenic B cells stimulated with αCD40/IL4.

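3C-HTGTS joins DNA ends that lie close together in the crosslinked nucleus and reads the partners of a single bait, here the iEμ-Sμ locale. The value for each 3′IgH CBEs-deleted library is its number of junctions with a region relative to the WT library, which was set as the reference, so the WT values of this part carry no spread of their own. The 3C-HTGTS data were not analysed here.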

| αCD40/IL4      | S <sub>γ1</sub> | S <sub>ε</sub> | eS   |
|----------------|-----------------|----------------|------|
| WT #1          | 100             | 100            | 100  |
| WT #2          | 100             | 100            | 100  |
| WT #3          | 100             | 100            | 100  |
| 3'IgH CBEsΔ #1 | 91              | 79             | 1226 |
| 3'IgH CBEsΔ #2 | 97              | 73             | 1230 |
| 3'IgH CBEsΔ #3 | 68              | 76             | 2075 |

**Table S2. The effect of 3'IgH CBEs deletion on switching, transcription and interaction of different S regions in WT and 3'IgH CBEsΔ splenic B cells stimulated with LPS/αIgD-dextran.**

Relative utilization of different S regions in WT and 3'IgH CBEsΔ splenic B cells stimulated with αCD40/IL4.

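The table of this part reports the libraries stimulated with LPS/αIgD-dextran. Its IgH counts equal the number of junctions in the 300-kb window of the deposited list of each library. For Sγ3, the lists hold between 100.1 and 102% of the counts in the table, for Sγ2b between 100.0 and 100.4%, and for Sγ2a between 100.0 and 101%, with the region boundaries read from the figures. The eS counts in the table are 57, 77 and 69 for the 3′IgH CBEs-deleted libraries, where the lists hold 52, 76 and 67 in the 6-kb window, and 1, 0 and 0 for WT, where they hold 0.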

| LPS/algD-dextran | IgH         | S <sub>γ</sub> 3 | S <sub>γ</sub> 2b | S <sub>γ</sub> 2a | eS        |
|------------------|-------------|------------------|-------------------|-------------------|-----------|
| WT #1            | 3933 (100%) | 564 (14.3%)      | 857 (21.8%)       | 902 (22.9%)       | 1 (0.02%) |
| WT #2            | 4940 (100%) | 680 (13.7%)      | 1039 (21.0%)      | 1138 (23.0%)      | 0 (0%)    |
| WT #3            | 6097 (100%) | 875 (14.4%)      | 1285 (21.1%)      | 1385 (22.7%)      | 0 (0%)    |
| 3'IgH CBEsΔ #1   | 2087 (100%) | 175 (8.4%)       | 338 (16.2%)       | 71 (3.4%)         | 57 (2.7%) |
| 3'IgH CBEsΔ #2   | 2836 (100%) | 216 (7.6%)       | 471 (16.6%)       | 101 (3.6%)        | 77 (2.7%) |
| 3'IgH CBEsΔ #3   | 2958 (100%) | 247 (8.4%)       | 479 (16.2%)       | 95 (3.2%)         | 69 (2.4%) |

Relative transcription activity (RPM) of different S regions in AID-deficient WT and 3'IgH CBEsΔ splenic B cells stimulated with LPS/αIgD-dextran.

| LPS/algD-dextran | S <sub>γ</sub> 3 | S <sub>γ</sub> 2b | S <sub>γ</sub> 2a | eS |
|------------------|------------------|-------------------|-------------------|----|
| WT #1            | 69               | 24                | 11                | 0  |
| WT #2            | 40               | 16                | 6                 | 0  |
| WT #3            | 46               | 16                | 6                 | 0  |
| 3'IgH CBEsΔ #1   | 7                | 5                 | 1                 | 65 |
| 3'IgH CBEsΔ #2   | 7                | 6                 | 1                 | 61 |
| 3'IgH CBEsΔ #3   | 8                | 7                 | 1                 | 69 |

Relative interaction between iEμ-Sμ locale and different S regions in AID-deficient WT and 3'IgH CBEsΔ splenic B cells stimulated with LPS/αIgD-dextran.

| LPS/algD-dextran | S <sub>γ</sub> 3 | S <sub>γ</sub> 2b | S <sub>γ</sub> 2a | eS   |
|------------------|------------------|-------------------|-------------------|------|
| WT #1            | 100              | 100               | 100               | 100  |
| WT #2            | 100              | 100               | 100               | 100  |
| WT #3            | 100              | 100               | 100               | 100  |
| 3'IgH CBEsΔ #1   | 41               | 61                | 60                | 1809 |
| 3'IgH CBEsΔ #2   | 51               | 62                | 67                | 1643 |
| 3'IgH CBEsΔ #3   | 43               | 53                | 67                | 2288 |

**Table S3. List of oligos.**

| Name                        | Sequences                  | Purpose                               |
|-----------------------------|----------------------------|---------------------------------------|
| AID $\Delta$ _up_1 (gRNA)   | GCCGAAGTCCAGTGAGCAGG       | gRNA to delete Aicda gene             |
| AID $\Delta$ _down_1 (gRNA) | GCGAGATGCATTCGTATGT        | gRNA to delete Aicda gene             |
| AID $\Delta$ _up_2 (gRNA)   | GTAGGTCTCATGCCGTCCT        | gRNA to delete Aicda gene             |
| AID $\Delta$ _down_2 (gRNA) | GGATTTTGAAAGCAACCTCC       | gRNA to delete Aicda gene             |
| 5'S $\mu$ _bio              | CAGACCTGGGAATGTATGGT       | Bio-primer for 5'S $\mu$ bait         |
| 5'S $\mu$ _red              | CACACAAGACTCTGGACCTC       | Red-primer for 5'S $\mu$ bait         |
| iE $\mu$ /I $\mu$ _bio      | GGTTATGTAAGAAATTGAAGGACTTT | Bio-primer for iE $\mu$ /I $\mu$ bait |
| iE $\mu$ /I $\mu$ _red      | TTTCCAATACCCGAAGCATT       | Red-primer for iE $\mu$ /I $\mu$ bait |

How the deposited data were processed for this re-analysis (not part of the article)

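Junctions of 5′Sμ were measured by CSR-HTGTS-seq in WT and 3′IgH CBEs-deleted splenic B cells stimulated for 96 h with αCD40/IL4 or LPS/αIgD-dextran, in 12 libraries, 3 for each of 4 conditions. The authors amplified the libraries from a 5′Sμ primer, sequenced them, ran their HTGTS pipeline against the AJ851868/mm9 hybrid genome and removed duplicates. The lists the authors deposited give, for each junction, its chromosome coordinates, the orientation of bait and prey, the aligned positions within the read and quality marks, without normalization, and the 12 lists hold 53012 junctions. Libraries were assigned to conditions and replicate numbers from the sample labels.
Of these junctions, 39213 lay in the 300-kb window of chromosome 12 from 114400001 to 114700000 and 13799 outside it. Each region's share was its junctions over all junctions in the window. Region boundaries were read from the figures, and those of eS and of the sequence below it lie where hybrid and mm9 coordinates are equal. The regions named are those the paper names, the bins outside them that passed the bin test, and outside the window at most the 5 1-Mb bins with the most junctions. Depth in the window ranged from 1267 to 6097 junctions per library. Wilson intervals at the 95% level and a floor of 3 junctions give the counting error of each share.
WT and deleted libraries were compared by two-sided exact permutation tests on the shares of 3 libraries against 3, for which 0.1 is the smallest p, and by exact permutation within each stimulation over all 12 libraries. The tests over all 12 libraries take those of different stimulations as independent, and whether they are is not known. Fisher's exact test compared pooled junctions. Same-numbered WT and deleted libraries were also compared as pairs, from the replicate numbers in the labels and in Tables S1 and S2. Bins of 3 kb with at least 5 junctions in the 6 libraries of a stimulation were tested by Fisher's exact test with Benjamini-Hochberg adjustment at 0.05 and a requirement that the libraries did not overlap. Tested on simulated data from 20 simulations per stimulation, this recovered 98 of 100 bins changed 3-fold at the αCD40/IL4 depth and 97 of 100 at the LPS/αIgD-dextran depth. In separate simulated libraries in which no bin changed, it gave 0 calls among 427 bins and 1 among 601. The simulated libraries differed by counting error only. They therefore cannot show false calls from variation between libraries, or from shares moved by large changes in other bins. DGYW/WRCH motifs were located in the mm9 sequence, and junctions in them were compared with the share of positions they cover by exact binomial tests.
Alternatives covered the denominator, the region boundaries, the orientation counted, repeated junctions and prey positions, the replicate block, leaving out each library, the motif and its margin, and the bin width. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The Sγ2a core sequence, which lies in the 129-strain part of the hybrid genome, was not analysed here, and neither were GRO-seq and 3C-HTGTS.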

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

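Apart from the comparisons of orientation within each stimulation, the 3-kb bin tests and the comparison with the neighbouring 990 kb of chromosome 12, the tests in this part were chosen only after the result was seen.
The inversional share of Sμ junctions drew attention because the effect of the deletion differed between the stimulations. It rose by 10.8 percentage points with αCD40/IL4, in 3 of 3 paired replicates, and fell by 0.225 points with LPS/αIgD-dextran. The difference between these effects was 11.0 points (exact permutation test within each stimulation, two-sided, p = 0.04), and after Benjamini-Hochberg adjustment over the 4 such tests made, p = 0.16, so it failed the correction. The αCD40/IL4 difference was 9.81 points over preys of at least 100 bases, 9.62 points over unique prey positions and at least 9.23 points within each run that held both genotypes, so shorter preys, repeated counting and the run account for little of it. The lists hold at least 99.2% of the junctions that Table S1 counts outside Sγ1, which leaves few Sμ junctions that could be missing. The inversional share also rose without overlap in Sγ1 (by 7.85 points) and in Sε (by 6.08 points) with αCD40/IL4, and not in Sμ with LPS/αIgD-dextran, so misplaced alignment confined to the repeats of Sμ does not account for these values. The Sγ1 value rests on the part of the Sγ1 junctions that the lists hold, and it cannot be told apart from a selection among them. Misplaced alignment in repeats of several S regions of the αCD40/IL4 libraries was not tested, and the difference cannot be told apart from it.
In the 10 kb below the window (chromosome 12, 114390001 to 114400000), which the paper does not report on, the LPS/αIgD-dextran-stimulated 3′IgH CBEs-deleted libraries held 20 junctions, 3, 9 and 8 in replicates 1, 2 and 3, against 1 in WT (Fisher's exact test, p = 7.88e-09; exact permutation test on libraries, two-sided, p = 0.1, the smallest possible). This stretch was chosen after its values were seen, and the p-values carry no adjustment for that choice. Of the 21 junctions, 14 lay in Crip1 and 5 in 4930427A07Rik. None had a G-rich prey (0 of 21), and the 40 reference bases at all 21 sites occur once in mm9, a query that replaced a first one on the read bases, which carry mismatches, after its outcome was seen. Within the run that held replicates 2 and 3 of both genotypes the difference was 1 against 17 junctions (Fisher's exact test, p = 1.6e-07). The next 990 kb held 0.0505 junctions per 10 kb in the deleted libraries, so a general rise outside the window did not account for it. The deleted αCD40/IL4 libraries held 0, fewer than with LPS/αIgD-dextran (Fisher's exact test, p = 3.16e-05), so the stimulation is a candidate explanation. Of the 21 junctions, 6 had microhomology, a lower share than in the window, which goes against joining during library preparation as far as microhomology marks it; no other test of it was made for this stretch.
The 3-kb bin from 114445001 to 114448000, beside the 6-kb eS window used here, held 12 junctions from deleted cells with αCD40/IL4 (adjusted p = 6.08e-06 from Fisher's exact test) and 8 with LPS/αIgD-dextran (adjusted p = 0.000476), and 0 from WT under either stimulation. All 3 deleted libraries lay above the WT libraries in both. With the eS window extended to take in this bin (45 to 54 kb, chosen after seeing the values), the mean number of eS junctions in deleted libraries was 38.7 with αCD40/IL4 and 67.7 with LPS/αIgD-dextran, equal to the means of the paper's Tables S1 and S2. In WT with LPS/αIgD-dextran it gave 0 where Table S2 counts 1, and with LPS/αIgD-dextran the narrow windows also gave 67.7, so these counts do not fix the boundary the paper used. The junctions of this bin cannot be told apart from eS junctions left out by the boundary drawn here. For the bin results as a whole, 1 of the 10 splits of the 6 αCD40/IL4 libraries, the real one, gave as many bins (11), and no other split gave more than 2. The same held for LPS/αIgD-dextran, with 1 of 10 splits giving 16 bins. Of these splits, 4 part as many same-numbered pairs as the real one, which was the only 1 of those 4 with as many bins. A share of splits under 0.1 is not possible in this design.
Outside the window, where the paper reports no junctions, junctions without G-rich preys (under 70% G) were compared. Their share was taken over all junctions genome-wide with G-rich preys left out. It was 6.32% ± 0.610 (SD, n = 3) in WT and 12.4% ± 1.39 in deleted cells with αCD40/IL4. With LPS/αIgD-dextran it was 7.16% ± 1.11 and 22.5% ± 1.51. The deleted libraries lay above WT in 3 of 3 pairs under each stimulation (exact permutation test, two-sided, p = 0.1; over both stimulations p = 0.005, the smallest they can give). With αCD40/IL4 their number was 1.06 times that of WT (729 and 776), as a constant number of background junctions per library would give, while per Sμ junction it was 1.56 times that of WT. With LPS/αIgD-dextran their number was 1.95 times that of WT (1184 and 2306), and 2.22 times per Sμ junction, so neither a constant background nor fewer CSR junctions accounted for it there. The LPS/αIgD-dextran ratio was 3.03 with bait ends away from the primer, and the smallest ratio within a run over both stimulations was 1.72, for αCD40/IL4 replicate 2. The difference in effect between the stimulations was not shown (exact permutation test, p = 0.17, adjusted 0.34). Microhomology was found in 77.4% of these junctions in deleted LPS/αIgD-dextran libraries, against 57.1% in the window, and in 73.3% in WT, against 56.4% in the window, so it was high outside the window in both genotypes, and the rise cannot be told apart from joining during library preparation.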

How the results depend on the processing

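The denominators without G-rich preys, the Table S1 denominator, unique prey positions and preys of at least 100 bases for orientation, the eS window of 45 to 54 kb, the margin of 2 bases around a motif, WT LPS/αIgD-dextran replicates 2 and 3 as 1 sample, all settings for junctions outside the window except unique junctions, all settings for both stimulations together, and all settings for the 4 results chosen after their values were seen (the Sγ1 share with LPS/αIgD-dextran and the positions within Sγ1 and, under each stimulation, Sμ) were chosen after seeing the data. The other alternatives were set before the data were examined. In all, 28 results were recomputed under 328 alternatives, 191 set beforehand and 137 added, of which 301 left direction and call as they were, 5 were weaker, 13 stronger, 8 reversed and 1 moved. For the changes below the cause was not tested.
With all junctions genome-wide as the denominator, the Sγ1 share of deleted cells with αCD40/IL4 was 86.4% of WT, a reversal from 108.6%, and the Sμ share was 108.5% with overlapping libraries. Without G-rich preys in that denominator, the Sγ1 share was 101.6% with overlapping libraries. Without Sμ junctions in the denominator, the Sγ3 share with LPS/αIgD-dextran was 108.8% of WT and the Sγ2b share 144.6%, both reversed. In that denominator the Sγ2a share fell to 28.1% of WT, which raises the shares of the other regions. The Sε share stayed below WT at between 25.3 and 41.4% of it, the Sγ2a share at between 12.3 and 28.1%, and the eS share of deleted cells lay between 0.674 and 4.02% with αCD40/IL4 and between 1.67 and 7.83% with LPS/αIgD-dextran, without overlap with WT in the alternatives run.
The difference in the inversional share of Sμ junctions with LPS/αIgD-dextran reversed to 0.231 points with the narrow windows and was -1.97 over unique prey positions and -2.16 over preys of at least 100 bases, without overlap. Over both stimulations it was 5.35 points with the narrow windows (exact permutation test, p = 0.045, against 0.065 with the windows used). The share of junctions in motifs with αCD40/IL4 was 36.5% over the whole 6-kb eS window, above its chance share. With 10-kb bins, 9 LPS/αIgD-dextran bins passed. With WT LPS/αIgD-dextran replicates 2 and 3 as 1 sample, the shares of deleted cells were 57.5% of WT for Sγ3, 76.3% for Sγ2b and 14.9% for Sγ2a, without overlap. Junctions outside the window in deleted cells were 196% of WT with αCD40/IL4 and 314% with LPS/αIgD-dextran without G-rich preys, and 188.6 and 204% as paired ratios (replicate block), against 189 and 180.3% with overlapping libraries.
Across the fits that each left out one library, 9 of 168 changed. The ranges of the results concerned were -0.769 to 0.408 points for the inversional share of Sμ with LPS/αIgD-dextran, 4.97 to 5.77 points for both stimulations, 20.0 to 40.0% and 52.6 to 68.8% for junctions in motifs with αCD40/IL4 and LPS/αIgD-dextran, 117 to 246% and 136.5 to 234% for junctions outside the window, and -0.571 to 2.58 points for the share of αCD40/IL4 Sμ junctions in the most downstream 10 kb of Sμ, which reversed without deleted replicate 3. Of 47 settings for 4 results chosen after their values were seen, 43 changed nothing, 1 was weaker, 2 stronger and 1 reversed.
The mapping quality alternative was not run, since the quality marks of the junctions hold a single value. With 20 and 25 core junctions, depth limits the motif shares most, and in WT the floor of 3 junctions was an eS share of 0.0492 to 0.0863%.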

Differences from the paper's values

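In WT cells stimulated with αCD40/IL4, the Sγ1 share was 31.6% against the paper's 75%. The αCD40/IL4 lists hold between 14.0 and 17.8% of the Sγ1 junctions of Table S1 and at least 99.2% of its other IgH junctions. That lowers the Sγ1 share and the IgH counts here and raises the other αCD40/IL4 shares. Of the alternatives set before the data were examined, the denominator without Sμ junctions, at 52.4%, came within 1.5 times the paper's value, and the genome-wide denominator, deletional junctions, narrow windows, unique junctions, unique prey positions, the replicate block and leaving out a library did not. The Sε share was 27.9% in WT and 8.86% in 3′IgH CBEs-deleted cells against the paper's 10.4 and 2.8%. None of the alternatives set before the data were examined closed these gaps. The denominator without Sμ junctions moved the WT Sε share further off, to 46.2%. The IgH totals of Table S1 as the denominator, chosen after seeing the values, gave 10.4 and 3.22%.
The eS share with αCD40/IL4 was 1.85% against the paper's 1%. The genome-wide denominator, set before the data were examined, gave 1.201% and the others set then did not close the gap; the Table S1 denominator, chosen after seeing the values, gave 0.674%. Of the eS core junctions with αCD40/IL4, 30.0% lay in motifs against the paper's 80%. Bases next to a motif, the RGYW/WRCY motif, the whole 6-kb window and leaving out a library did not close the gap, and a margin of 2 bases, chosen after seeing the values, gave 55.0%, where 58.4% of positions lie within that margin. With LPS/αIgD-dextran that margin, chosen after seeing the values, gave 80.0%, the paper's value, against 60.0% without it, and the share expected at random rose from 34.3 to 58.4% (adjusted p = 0.0804 over the 12 settings, exact binomial test).
The mean number of IgH junctions per αCD40/IL4 library was 3602 in WT and 1852 in deleted cells against the paper's 9763 and 5049, and that of Sγ1 junctions 1137 and 632 against the paper's 7293 and 3824. None of the alternatives set before the data were examined closed these gaps. The mean number of eS junctions in deleted libraries was 34.7 with αCD40/IL4 and 65.0 with LPS/αIgD-dextran, and an eS window of 45 to 54 kb, chosen after seeing the values, gave 38.7 and 67.7, the means of the paper's Tables S1 and S2. The narrow windows, set before the data were examined, gave 38.0 and 67.7.
The paper states that the deletion left CSR to Sγ1 unchanged by its test. Here the Sγ1 share was 108.6% of WT, with every deleted library above every WT library. Without Sμ junctions in the denominator it was 141.7%, also without overlap. It was 86.4% with the genome-wide denominator and 101.6% with that denominator without G-rich preys, both with overlapping libraries. The setting without G-rich preys was chosen after seeing the values. The lists hold between 14.0 and 17.8% of the Sγ1 junctions of Table S1.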

Other observations

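Apart from the comparisons of microhomology, direct joins and insertions, over all and unique junctions, and that of direct joins in deletional junctions, the tests in this part were chosen only after the result was seen, as were the Sγ1 share with LPS/αIgD-dextran, the positions compared within Sγ1 and Sμ and the definition of a G-rich prey.
With LPS/αIgD-dextran, the Sγ1 share was 0.600% ± 0.199 (SD, n = 3) in WT and 0.170% ± 0.0644 in 3′IgH CBEs-deleted cells, 94 and 14 junctions, and the libraries did not overlap (exact permutation test, two-sided, p = 0.1, adjusted 0.122). Without Sμ junctions in the denominator it was 53.4% of WT with overlapping libraries (exact permutation test, p = 0.3), so the call depends on that denominator. No other explanation was tested.
Within Sγ1, the downstream 15 kb held 29.8% of the αCD40/IL4 junctions in WT and 16.8% in deleted cells. The difference was -11.0 points over preys of at least 100 bases, -12.8 over unique prey positions and at its smallest -11.8 within a run. The lists hold a mean of 16.1% of the Sγ1 junctions that Table S1 counts, and the shift cannot be told apart from a selection among them. Within Sμ, the most downstream 10 kb of the region, from 114657001 on, held 29.1% of the Sμ junctions in WT and 43.4% in deleted cells with LPS/αIgD-dextran. The difference was 15.7 points over preys of at least 100 bases, 11.0 over unique prey positions and at least 13.1 within a run. With αCD40/IL4 it was 1.43 points with overlapping libraries, 0.524 points over unique prey positions, also with overlap, and 4.67 points among deletional junctions and 6.87 points over preys of at least 100 bases, both without overlap, and the difference between the stimulations was not tested.
In the regions compared for microhomology, direct joins and insertions, 2 of 9 comparisons did not overlap with αCD40/IL4 and 7 of 12 with LPS/αIgD-dextran, where chance gives 0.9 and 1.2 (10%). In Sμ, direct joins were 25.1% in WT and 22.4% in deleted cells with αCD40/IL4 (adjusted p = 0.0623 from Fisher's exact test) and 23.3 and 20.5% with LPS/αIgD-dextran (adjusted p = 0.0036). Over unique junctions they were 22.3 and 20.6% in deleted cells, so repeated counting did not account for it. Among deletional junctions, direct joins were 25.7% in deleted cells and 25.8% in WT with αCD40/IL4, so the difference was not seen there. Direct joins within inversional junctions were not compared. The change in orientation therefore cannot be told apart from fewer direct joins among inversional junctions. With LPS/αIgD-dextran the deletional junctions held 21.6 and 24.3%, so the change in orientation did not account for the difference.
WT LPS/αIgD-dextran replicates 2 and 3 shared 17.6% of the smaller library's junctions. The deleted replicates 2 and 3 of the same run shared 1.84%, and 1.64% of the shared junctions with read lengths (13 of 791) had the same read length in both, so neither the run nor the same reads account for it. DNA of the same cells in both libraries could not be tested, and the sharing cannot be told apart from it.
Median prey lengths in the αCD40/IL4 lists were 130.0 bases for Sγ1, 111 for Sε and 82 for Sμ, which cannot tell whether a filter on prey length left out the Sγ1 junctions that Table S1 counts and the lists do not hold.
Outside the window, 8804 of 13799 junctions (63.8%) had G-rich preys (at least 70% G), and no junction in the window did. The 5 1-Mb bins with the most junctions, on chromosomes 5, 7, 14, 7 and 10, held 1495 junctions, of which 98.9% were G-rich. The G-rich share of junctions outside the window was 4.07% in the run with the fewest and 90.7% in that with the most, which is consistent with reads without signal called as G in some runs. No biological explanation was tested.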
